# MicroRNAs Dynamically Remodel Gastrointestinal Smooth Muscle Cells

**DOI:** 10.1371/journal.pone.0018628

**Published:** 2011-04-14

**Authors:** Chanjae Park, Wei Yan, Sean M. Ward, Sung Jin Hwang, Qiuxia Wu, William J. Hatton, Jong Kun Park, Kenton M. Sanders, Seungil Ro

## Abstract

Smooth muscle cells (SMCs) express a unique set of microRNAs (miRNAs) which regulate and maintain the differentiation state of SMCs. The goal of this study was to investigate the role of miRNAs during the development of gastrointestinal (GI) SMCs in a transgenic animal model. We generated SMC-specific *Dicer* null animals that express the reporter, green fluorescence protein, in a SMC-specific manner. SMC-specific knockout of *Dicer* prevented SMC miRNA biogenesis, causing dramatic changes in phenotype, function, and global gene expression in SMCs: the mutant mice developed severe dilation of the intestinal tract associated with the thinning and destruction of the smooth muscle (SM) layers; contractile motility in the mutant intestine was dramatically decreased; and SM contractile genes and transcriptional regulators were extensively down-regulated in the mutant SMCs. Profiling and bioinformatic analyses showed that SMC phenotype is regulated by a complex network of positive and negative feedback by SMC miRNAs, serum response factor (SRF), and other transcriptional factors. Taken together, our data suggest that SMC miRNAs are required for the development and survival of SMCs in the GI tract.

## Introduction

Dicer is a key endonuclease in the RNA interference machinery that cleaves precursor microRNAs (miRNAs) into mature miRNAs during miRNA biogenesis [1], [2]. MicroRNAs are post-transcriptional regulators that play critical roles in animal development. Tissue or cell-specific knockout studies of *Dicer* have been performed to uncover the functions of miRNAs during the development of cells including embryonic stem cells [3], female germline cells [4], testis Sertoli cells [5], pancreatic islet cells [6], lung epithelial cells [7], and skeletal chondrocytes [8]. These studies show that miRNAs are essential in cell proliferation and/or differentiation during development.

Smooth muscle cells (SMCs), which provide motor activity in the blood vessels, airways, the bladder, urinary tract, and gastrointestinal (GI) tract, exhibit remarkable phenotypic plasticity in congenital or acquired pathological conditions [9], [10]. Phenotypic changes in SMCs result from substantial changes in gene expression driven largely by serum response factor (SRF) [10]–[14]. SRF acts as a master switch for the expression of contractile and cytoskeletal genes in virtually all cells across diverse species [15]. The activity of SRF is regulated through interactions with transcriptional co-activators such as myocardin, the myocardin family members MRTFA and MRTFB [16], [17], as well as co-repressors such as ELK1 [18], NF-kB [19], and HERP1 [20]. During SMC differentiation, SRF regulation is achieved by a CArG [CC (A/T)_6_ GG] box found principally in the promoter and intronic regions of virtually all SM-restricted genes [12], [13]. SRF binds to the CArG box, which then transcriptionally activates or represses SM genes, depending on its associated cofactors.

Recent studies have shown that miRNAs are able to regulate SMC proliferation and/or differentiation. A set of miRNAs including miR-21, miR-133a, miR-143, and miR-145 have been identified as regulators of SMC growth and/or differentiation in cardiovascular disorders [21]–[25]. Interestingly, some of these SM miRNAs are known to be regulated by SRF through conserved CArG boxes [22], [24], [25].

We have previously identified GI SM miRNA transcriptomes from mice and humans which are highly conserved in both organisms [26]. The SM miRNA transcriptomes consist of several hundreds of unique miRNAs which comprise almost half of the entire 701 miRNAs in the miRBase registry [27]. We found that SMC differentiation and proliferation are modulated by SRF-dependent, SMC-phenotypic miRNAs. These findings suggest that SMC miRNAs play an important role during the development of SMCs in the GI tract. Vascular smooth muscle (VSM)-specific *Dicer*-null mice have shown dilated, thin-walled blood vessels that were affected by a reduction in SMC proliferation [28].

Here we show how the loss of miRNAs affects GI SMC phenotype in the SMC-specific *Dicer* null animal. These mice display severe morphological, functional, and genetic defects in GI SMCs, which as a whole present the features of the chronic intestinal pseudo-obstruction (CIPO) or the congenital human megacystis-microcolon-Intestinal hypoperistalsis syndrome (MMIHS). Both CIPO and MMIHS are characterized by a dilated intestine with air-fluid levels as well as impaired intestinal motility in the absence of a mechanical obstruction [29], [30]. Here we propose a model for the regulation of SMC phenotype by a complex network of indirect and direct positive and negative feedback loops by SM miRNAs, SRF, and additional transcriptional factors. This model provides new insight into the interaction between miRNAs and their target genes in SMCs during development, and therefore provides a new basis for understanding the development of GI disorders based on muscle myopathy.

## Materials and Methods

For details, see **Text S1** for extended Materials and Methods.

### Generation of *smDicer* mutant mice

SMC-specific *Dicer* null *smDicer^−/−;Cre-GFP/+^* (*smDicer* mutant) mice were generated by cross-breeding a *smMHC/Cre/eGFP* (*smMHC^Cre-GFP/+^*) male mouse (gift from Kotlikoff M.I. at Cornell University) [31] and a *Dicer^lox/lox^* female homozygote mouse (The Jackson Laboratory) according to a procedure approved by the Institutional Animal Care and Use Committee at the University of Nevada, Reno.

### Tissue preparation

The *smDicer* mutant, wild type (WT) *smMHC^Cre-GFP/+^*, or C57BL6 mice were anesthetized by isoflurane inhalation and euthanized by decapitation at the age of ∼3 weeks. Multiple tissues were dissected from the mice. The GI tissues were stripped free of mucosa and submucous plexus. The multiple tissues were used for the isolation of total RNAs. Some of the small intestinal and colonic muscularis tissues were used for Western blots or purification of SMCs using flow cytometry and fluorescence-activated cell sorter (FACS). Small intestinal muscularis from ∼3-weeks-old C57BL6 mice were used for organ culture. The GI tissues were used for microscopic histological analysis or for mechanical response studies.

### Isolation of total and small RNAs from tissues and cells

Total RNAs and/or small RNAs were isolated from multiple tissues and sorted SMCs from the *smDicer* mutant and the WT control mice using the mirVanaTM miRNA isolation kit (Ambion) as described [32].

### RT-PCR and qPCR detection of messenger and small RNAs

Preparation of the cDNA libraries from the total RNAs isolated from multiple tissues and from sorted SMCs obtained by FACS, as well as qPCR analysis on cDNAs, were performed as described [33]. Preparation of the small RNA cDNA (srcDNA) libraries obtained from the small RNAs isolated from small intestine tissues and from SMCs sorted by FACS, as well as qPCR analysis on srcDNAs, were performed as described [34]. All primers used for RT-PCR and qPCR are shown in Table S1.

### Western blot analysis

SRF and ACTA2 (SM α-actin) expression in the small intestinal and colonic tissues from the *smDicer* mutant and the WT control mice were analyzed by Western blot as described [26]. The expression level of ACTA2 and SRF was normalized by GAPDH.

### Confocal microscopy and histological analysis

Enhanced green fluorescent protein (eGFP) fluorescence microscopic analysis of the small intestine, cecum, and colon was performed as described [35]. For histological analysis, colonic tissues from the *smDicer* mutant and the WT control mice were dehydrated, embedded in paraffin, cut into 6 µm-thick coronal sections, rehydrated, and stained with hematoxylin and eosin (H & E). Images were collected using the Zeiss confocal microscope.

### Flow cytometry and fluorescence-activated cell sorting

Single cell suspensions from small intestinal and colonic muscularis dissected from the *smDicer* mutant and the WT control mice were prepared as described [35]. Cells were analyzed and sorted (130 µm nozzle, 12 psi) on a Becton Dickinson FACSAria II (Becton Dickinson). FlowJo software (Tree Star) was used to analyze the data. Sorted cells were used for the isolation of total and small RNAs.

### GeneChip arrays for messenger RNAs

Mouse mRNA microarrays were performed on GeneChip® Mouse Genome 430 2.0 Arrays (Affymetrix) covering 39,000 mouse gene transcripts and variants. About 2 µg of total RNAs isolated from the small intestinal smooth muscles of the *smDicer* mutant and the WT control mice (2 each) were used for the arrays. The cDNA synthesis, hybridization, cDNA labeling, and scanning were performed at the Nevada Genomic Center (Reno). Array data were analyzed by Phalanx Biotech Group (Palo Alto) using Omicsoft Array Studio software and normalized using the RMA algorithm. Analyzed array datasets were deposited at the NCBI Gene Expression Omnibus (GEO) (GSE21738).

### Analysis of mechanical response

Small intestine and proximal coloic tissues (10 mm) from the *smDicer* mutant and WT control mice were fixed at one end and attached to a Fort 10 isometric force transducer (WPI). Isometric force was measured as described [36]. All experiments were performed in the presence of L-NNA (100 µM) to eliminate the possible contribution from nitrergic nerve activity.

### Analysis of targeting microRNAs

Potential targeting miRNAs for 97 dysregulated SM genes and 58 dysregulated transcription regulators were retrieved and analyzed from two well-established target prediction programs: PicTar [37] and TargetScan (release 5.1) [38], [39]. Genechip array data (fold change and P value) and expression profiles (SM-common, SM-unique, and non-SM miRNAs) were shown along with PicTar and TargetScan miRNAs. Total hit miRNAs and average miRNAs per gene in SM-common, SM-unique, and non-SM miRNAs were calculated from PicTar and TargetScan miRNAs.

## Results

### Phenotypic changes in the SMC-specific *Dicer* null mice

A previous study showed that loss of *Dicer* in vascular SMC resulted in embryonic arrest and defective SMC contractile and cytoskeletal organization [28]. We generated SMC-specific *Dicer* null (*smDicer^−/−;Cre-GFP/+^*)mice by cross breeding *smMHC/Cre/eGFP* (*smMHC^Cre-GFP/+^*) [31] and *Dicer^lox/lox^*, in which mature miRNAs were depleted in all SMCs. The *smMHC^Cre-GFP/+^* mice express *Cre* recombinase and *eGFP*, which are directed by the SM myosin heavy chain (*Myh11*) promoter and show SMC-specific *Cre/eGFP* expression in SM organs [31]. All mice generated for this study are summarized in Table 1. Each mouse was genotyped with a set of primers (see Table S1) specific for Cre, eGFP, inserted lox P sites (lox), and for wild type (WT) or deleted locus (Δ) (Figure 1A). *Myh11* and *Dicer* transcripts were abundantly expressed in the nine SM organ tissues from the WT mouse (Figure 1B). *Myh11*-dependent knockout (KO, deletion) of *Dicer* transcripts in the SM organ tissues from the *smDicer^−/−;Cre-GFP/+^* (*smDicer* mutant) mice resulted in partially deleted *Dicer* PCR products (∼150 bp) which were smaller than the WT (∼400 bp) (Figure 1C). We previously demonstrated small intestinal and colonic SMCs sorted by FACS from *smMHC^Cre-GFP/+^* mice were a pure population of differentiated SMCs [26]. The same FACS technique was used to sort mutant (KO) SMCs from the *smDicer* mutant mice along with WT SMCs from the WT controls. Sorted KO SMCs were lacking WT *Dicer* PCR products which were detected in WT SMCs, whereas they were partially deleted in SM tissues where other cells would still express *Dicer* (Figure 1D), confirming *Dicer* was completely deleted in KO SMCs. *smDicer* WT and heterozygous mice showed no visible phenotypic changes (Table 1). However, *smDicer* homozygous KO mice showed an extreme GI phenotype and died at ∼3 weeks of age. The *smDicer* mutant mice were smaller and weighed 73% of its WT or heterozygote siblings measured at 20–21 days (n = 5). The average length of the *smDicer* mutant small intestine (15.0 cm) and colon (2.9 cm) was significantly shorter than the small intestines (18.2 cm) and colons (4.0 cm) from the WT or heterozygote siblings. However, the normalized length of the small intestine (2.2 cm/g for KO and 2.0 cm/g for WT) and colon (0.4 cm/g for KO and 0.4 cm/g for WT) by weight between the *smDicer* KO and WT was similar, indicating the shorter small intestine and colon of the *smDicer* KO was due to less body weight. The cecum was significantly distended in the mutant while the antrum, small intestine, and colon appeared to be partially distended (Figure 2B) compared to those of the WT control mouse (Figure 2A). The circular and longitudinal muscle layers of the *smDicer* mutant colon (Figure 2D) were significantly atrophied, measuring only 44% of the WT colon (Figure 2C). Inflammation of the villous lining within the mucosal layer was also observed, characterized by blunting and thickening of the villi (Figure 2F) when compared to WT (Figure 2E). GFP expression and thickness of the muscularis of the small intestine in the *smDicer* mutant mouse (Figure 2H) when compared to WT (Figure 2G) were further confirmed using both laser scanning confocal microscopy (LSCM) and differential interference contrast (DIC) microscopy. The SM bundles of both layers from the GI tracts (small intestine, cecum, and colon) of the *smDicer* mutant were noticeably disorganized and underdeveloped (Figure 2L–N) compared to those of the control mouse (Figure 2I–K). The single SMC of the *smDicer* mutant appeared smaller and abnormal (Figure 2Q and R) compared to the control (Figure 2O and P). The morphological data obtained from SMCs would suggest that there is a reduction in the number and size of cells, which would lead to a thinner *tunica muscularis* in the *smDicer* mutant mice.

**Figure 1:**
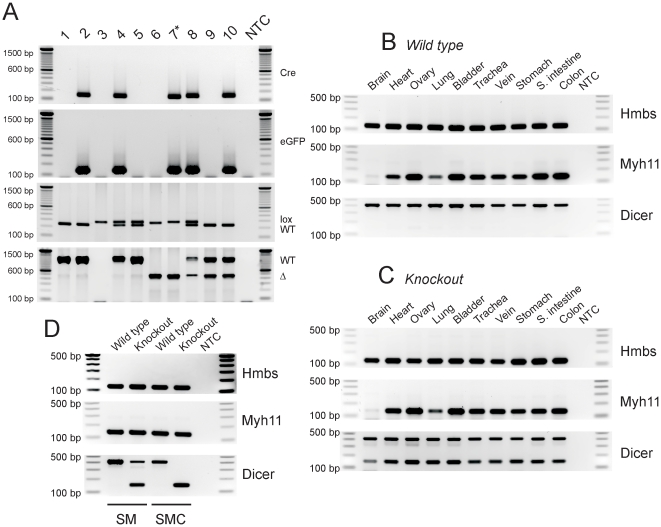
Genotyping and expression analysis of SMC-specific *Dicer* knockout mice. (**A**) Each mouse line was genotyped using PCR with a set of primers specific for *Cre*, *eGFP*, inserted lox P sites (lox), and wild type (WT) or deleted locus (Δ). The *smDicer* homozygous knockout (KO) *smDicer^−/−;Cre-GFP/+^* is indicated by an asterisk on the mouse line 7 (★). All genotypes for mouse lines 1–10 are shown in Table 1. (**B**) *Myh11* and *Dicer* transcripts abundantly expressed in the SM organ tissues from the WT mouse. *Hmbs* was used as an endogenous control. (**C**) Expression of *Myh11* and *Myh11*-dependent KO (deletion) of *Dicer* transcripts in the SM organ tissues from the *smDicer* KO mouse. Note that the deleted *Dicer* PCR products (∼150 bp) are smaller than the WT (∼400 bp). (**D**) Expression of *Myh11* and *Dicer* transcripts in the small intestine SM tissue (SM) and cells (SMCs) sorted by FACS. *Dicer* transcripts were completely deleted in the sorted SMCs from the *smDicer* KO mouse while they were partially deleted in the SM. All PCR products were analyzed on 1.5% agarose gels along with a DNA ladder. NTC stands for non-template control, SM for smooth muscle tissue, and SMC for smooth muscle cells.

**Figure 2:**
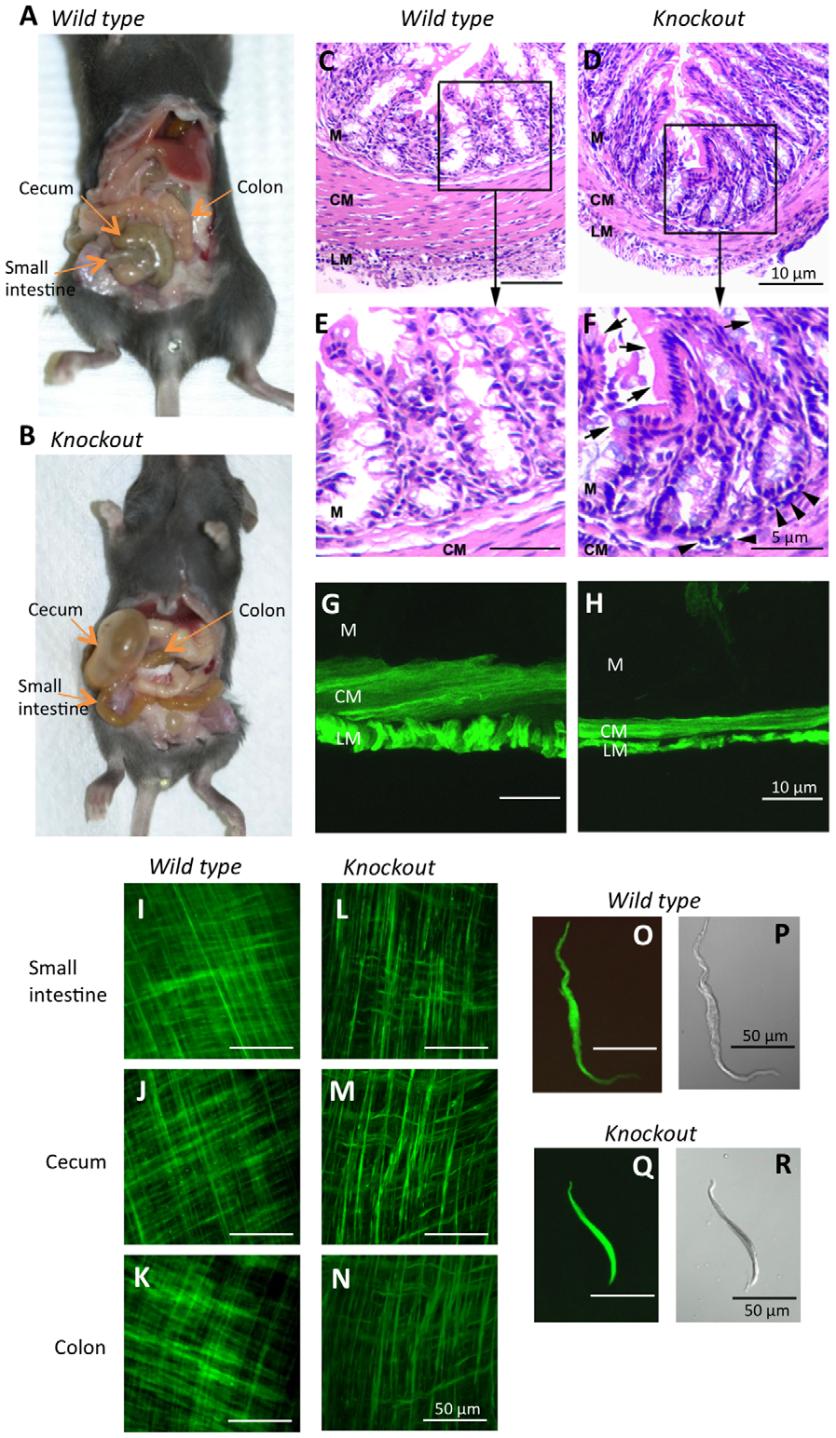
Phenotypic changes of SMCs in the *smDicer* knockout mice. (**A, B**) The gross morphological changes in a 20 day old *smMHC^Cre-GFP/+^* (wild type) mouse (A) compared to a *smDicer^−/−;Cre-GFP/+^* (*smDicer* knockout) mouse (B) of the same age. Note the large, distended cecum as well as the partially distended antrum, small intestine, and colon in the *smDicer* knockout mutant. (**C, D**) Representative digital photomicrographs of cryostat sections from the colon of wild type control and mutant mice respectively (hematoxylin and eosin staining). (C) A wild type mouse shows unremarkable histology through the entire thickness of the colonic wall. (D) A *smDicer* knockout mouse shows that both the circular (CM) and longitudinal (LM) muscle layers of the colonic muscularis appear atrophied compared to the wild type mouse. Also noticeable is that the mucosal (M) villi in the knockout mouse appear blunted, thickened, inflamed, and accompanied by a chronic inflammatory infiltrate. (**E, F**) Enlarged regions of C and D showing that in the *smDicer* knockout section (**F**) villi are blunted, thickened, and inflamed (arrows), and that there are numerous cells (arrowheads) constituting an inflammatory infiltrate indicative of chronic inflammation. (**G, H**) LSCM and DIC images of cryostat sections taken from the small intestine of the control (G) and *smDicer* knockout (H) under UV. Note that both the CM and LM are much thinner in the knockout compared to the controls. (**I–N**) LCSM images of the entire thickness of the muscularis of the control small intestine (I), cecum (J), and colon tissue (K) from the knockout mouse. LCSM images of the entire thickness of the muscularis from the small intestine (L), cecum (M), and colon tissue (N) of the knockout showing less well-differentiated SMC organization. (O–R) Fluorescence and contrast phase images of an isolated intestinal SMC from the control (O and P) and knockout (Q and R). Note the disorganized and abnormal appearance of the circular and longitudinal SMCs from the knockouts compared to the controls.

**Table 1:** Summary of double transgenic mice generated in this study.

	Genotype	Total	Male	Female	smDicer	Phenotype
1	*Dicer^+/+^;smMHC^+/+^*	7	3	4	Wild type	Normal
2	*Dicer^+/+^;smMHC^Cre-GFP/+^*	13	10	3	Wild type	Normal
3	*Dicer^lox/lox^;smMHC^+/+^*	7	3	4	Wild type	Normal
4	*Dicer^lox/+^;smMHC^Cre-GFP/+^*	8	4	4	Wild type	Normal
5	*Dicer^lox/+^;smMHC^+/+^*	27	11	16	Wild type	Normal
6	*Dicer^lox/Δ^;smMHC^+/+^*	10	10	0	Heterozygous null	Normal
7*	*Dicer^lox/Δ^;smMHC^Cre-GFP/+^*	13	7	6	Homozygous null	GI distension
8	*Dicer^lox/Δ/+^;smMHC^Cre-GFP/+^*	23	13	10	Mixed	Normal
9	*Dicer^Δ/+^;smMHC^+/+^*	7	5	2	Heterozygous null	Normal
10	*Dicer^Δ/+^;smMHC^Cre-GFP/+^*	21	12	9	Heterozygous null	Normal

*Dicer^lox/Δ^;smMHC^Cre-GFP/+^* was renamed to *smDicer^−/−;Cre-GFP/+^*.

### Knockdown of SMC miRNAs in the *smDicer* mutant mice

Knockdown of SMC miRNAs in the *smDicer* mutants was examined by qPCR. We previously cloned and identified a SM miRNAome (312 miRNAs) from mouse small intestinal tissue [26]. Extensive expression profiles of the SM miRNAome were made by qPCR from the small intestine tissue and sorted SMCs from the *smDicer* mutants and the wild type controls (see Table S2). Among the 310 SM miRNAs screened by qPCR, 301 and 292 miRNAs were detected in the small intestinal tissue from the wild type control and mutants, respectively (Table 2; details in Table S2). However, expression levels of 268 miRNAs were reduced in the mutant tissue with >2 folds compared to the wild type control (Figure 3A). The 13% median value in the mutant tissue indicated that 87% of the miRNA's expression level was knocked down in the mutant tissue, showing that expression levels of miRNAs were dramatically reduced in the mutant SMCs (Table 2). qPCR detected 275 in the wild type SMCs, but about half of the miRNAs (136 miRNAs) were not detected in the mutant SMCs while 222 miRNAs showed reduction of expression level >2 fold (Figure 3B and Table 2). The 0.1% median value in the mutant SMCs indicated 99.9% of the miRNAs' expression level was knocked down in the mutant SMCs (Table 2). Among the 275 SMC miRNAs, 136 miRNAs including miR-125a-5p and miR-29c(3p) were completely abolished in the mutant SMCs. Expression levels of miR-125a-5p and miR-29c(3p) were greatly reduced in the mutant tissue, but were not detected in the mutant SMCs (Figure 3C and Table S2). However, half of the SMC miRNAs including miR-145(5p) and miR-143(3p) were still detected in the mutant SMCs although expression levels of most of the SMC miRNAs were significantly reduced in the SMCs (Figure 3C and Table S2). This finding suggests that the 136 miRNAs abolished in the mutant SMCs have a shorter life span in comparison to the mature miRNAs, whereas the remaining miRNAs found in the SMCs have a relatively longer life span. Interestingly, 26 miRNAs including miR-337-5p and miR-380-3p were upregulated >2 fold in the mutant SMCs (Figure 3C, Table 2 and Table S2). These miRNAs may be generated by *Dicer*-independent miRNA biogenesis pathways such as Ago2 [40], [41].

**Figure 3:**
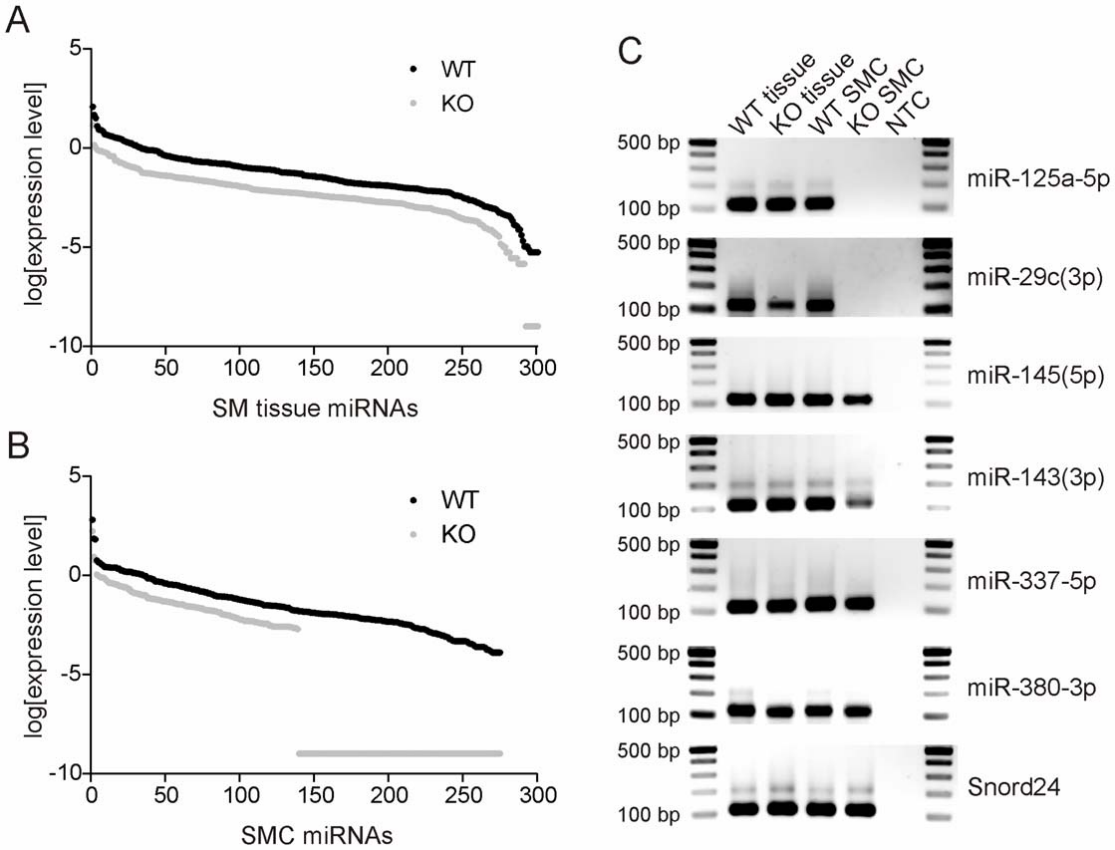
Reduction of miRNAs in the *smDicer* knockout SMCs. The expression level of SMC miRNAs was examined in the small intestinal SM and SMCs from the wild type (WT) control and *smDicer* knockout (KO) mice by qPCR. Expression levels for each miRNA were normalized by an average expression level of the 5 snoRNA genes. Normalized expression levels were converted into a log scale and then plotted on the graph. (**A**) Knockdown of miRNAs in the *smDicer* KO SM. (**B**) Knockdown of miRNAs in the *smDicer* KO SMCs. Note that 87% of the miRNA's expression level was reduced in the *smDicer* KO SM while 99% was reduced in the *smDicer* KO SMCs. (C) Representative gels of qPCR amplicons. miR-125a-5p, miR-29c(3p), miR-145(5p), miR-143(3p), miR-337-5p, and miR-380-3p were analyzed on the gels. snoRNA U24 (Snorrd24) was employed as one of the 5 endogenous genes used for the normalization.

**Table 2:** Summary of miRNAs knocked down in *smDicer* KO SM tissue and SMCs.

	SM tissue		Dysregulation in KO			SMC		Dysregulation in KO		
	WT	KO	Median	Down	Up	WT	KO	Median KO	Down	Up
**miRNAs**	301	292	13%	268	4	275	139	0.1%	222	26

Up/down: >2 fold changes.

### Functional changes in the *tunica muscularis* of the *smDicer* mutant mice

Isometric force measurements of small intestinal and colonic muscle tissues were performed to characterize functional changes in the *tunica muscularis* of *smDicer* mutants compared to wild type (WT) controls. Spontaneous activity was reduced in the small intestines and colons from the mutant mice compared to those from the WT control mice (Figure 4). In the small intestines from the mutant mice, the amplitude of phasic contractions decreased by approximately 23% (Figure 4B and F) compared to the WT controls (Figure 4A and E). Colonic activity consisted of periodic large amplitude phasic contractions occurring at ∼3 cpm in WT controls (Figure 4C and G) and mutant animals (Figure 4D and H); however, phasic activity was less organized in mutant mice compared to the controls. ACh (1 and 10 µM) enhanced contractions of small intestinal and colonic muscles (Figure 4A and C). Responses to cholinergic stimulation were greatly reduced in mutant mice. Intestinal responses to cholinerigic stimulation were reduced by 31% and 35% to exogenous ACh (Figure 4A and B; 1 & 10 µM, respectively). Colonic responses were reduced by 49% to both 1 and 10 µM ACh (Figure 4C and D). Loss of responsiveness to cholinergic stimulation was not simply due to defects in this specific signaling pathway because contractions elicited by membrane depolarization (e.g. exposure of muscles to elevated extracellular [K^+^]; 48 and 96 mM) were also reduced in the small intestines by 24% and 35% (Figure 4E and F; 48 and 96 mM external K^+^, respectively) while colons of mutant mice by 57% and 29%; Figure 4G and H, 48 and 96 mM extracellular [K^+^], respectively).

**Figure 4:**
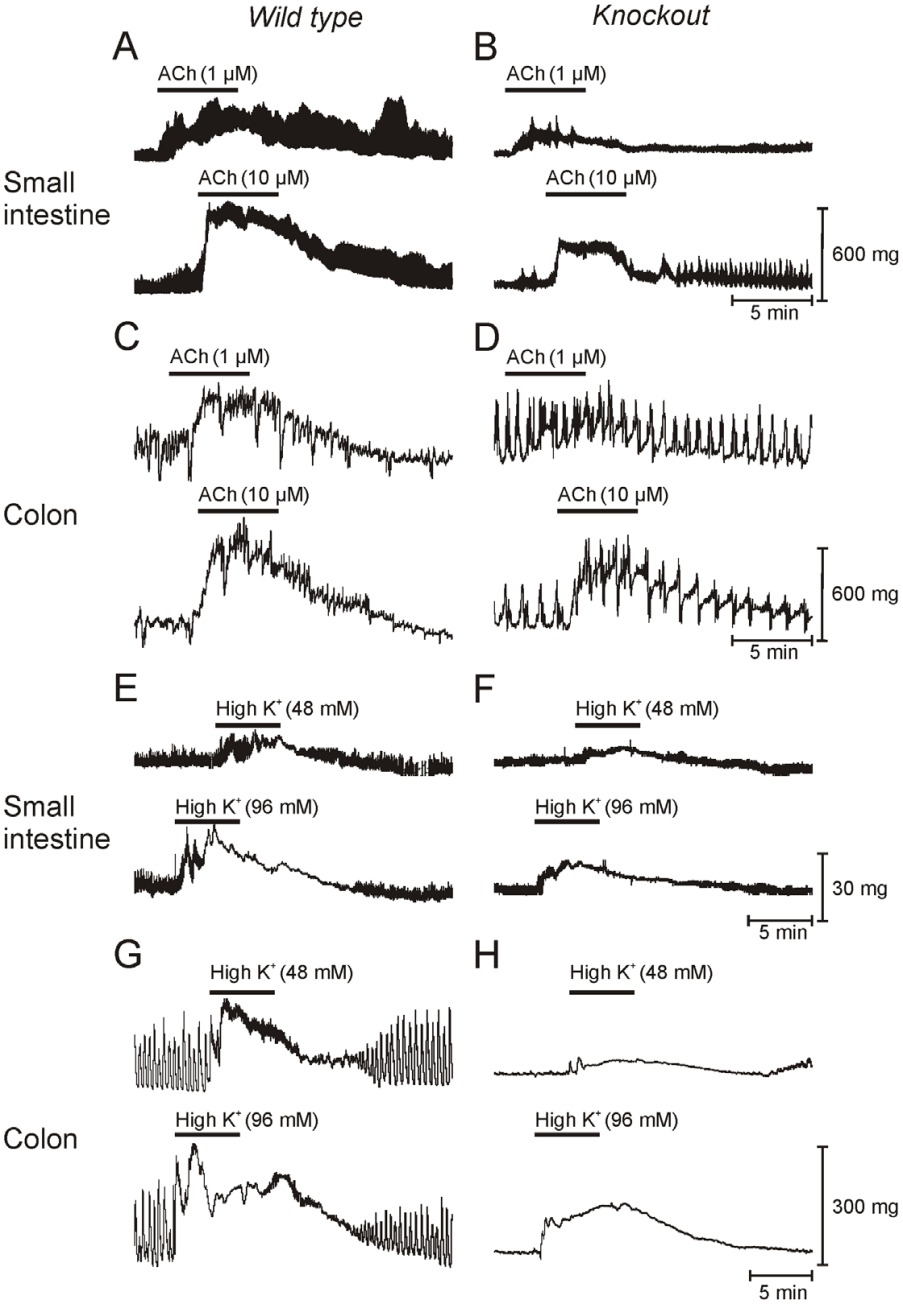
Reduced small intestinal and colonic contractility in the *smDicer* knockout mutants compared to the wild type controls. (**A–D**) The effects of ACh (1 & 10 µM) on the small intestines and colons of control (A, C) and mutant tissues (B, D) respectively (solid bars indicate the time of exposure). (**E–H**) The effect of increasing extracellular [K^+^] (48 & 96 mM) in small intestines and colons of control (E, G) and mutant tissues (F, H). Experiments were preformed in the presence of L-NNA (100 µM) to reduce influences from inhibitory motor nerves. (n = 3)

### SM genes and transcriptional regulators are dysregulated in the *smDicer* mutant mice

SM gene expression in small intestinal SM was analyzed by GeneChip microarrays. 

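RNA from the muscularis of the small intestine, stripped of mucosa and submucosa, named total RNA in the methods and labels and small RNAs in the legend of Figure 5, was hybridized to Affymetrix GeneChip Mouse Genome arrays, 1 array per mouse, from 2 WT and 2 smDicer KO mice. The mice were 20 days old in the paper's methods and 3 weeks old in the sample labels, which name the jejunum, and an array took about 2 µg of RNA in the methods and 3 µg in the labels. The extended methods name the smDicer KO mice as female and give no separate sex for the WT controls. The authors normalized the arrays with RMA, which corrects the background, gives all arrays the same distribution and sums the probes of a probe set into 1 log2 value, and the deposited values of 45101 probe sets were used without further scaling. The median log2 value was 5.18 and 5.17 on the WT arrays and 5.22 on each smDicer KO array. Across probe sets, which are not independent replicates, Pearson's r was 0.992 between the WT arrays, 0.973 between the smDicer KO arrays and from 0.953 to 0.979 between a WT and a smDicer KO array. The difference between smDicer KO and WT was tested for each probe set with limma, and p-values were adjusted over all probe sets by the method of Benjamini and Hochberg. Each of 20461 genes was represented by its probe set with the highest mean over the 4 arrays. The number of arrays limits the precision, since an exact permutation test of 2 arrays against 2 cannot give a 2-sided p below 0.333. Log2 fold changes are smDicer KO minus WT, with n = 2 arrays in each group.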

The microarrays yielded expression profiles of ∼39,000 transcripts from the *smDicer* KO and WT control mice. 

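Among the genes with the highest log2 fold changes in smDicer KO were several known from the intestinal epithelium, a description given after their values were seen. The log2 fold change was 6.31 (standard error 1.03, adjusted p = 0.223) for Mgam, the brush border enzyme maltase-glucoamylase, 6.23 (standard error 1.64, adjusted p = 0.249) for Fabp2, the intestinal fatty acid binding protein, and 5.12 (standard error 1.05, adjusted p = 0.233) for Vil1, which encodes villin of the microvilli. The apolipoprotein genes Apoa1 and Apoc3 had log2 fold changes of 5.43 and 5.66, the glucose transporter gene Slc5a1 5.16, Reg3g, which encodes an antibacterial lectin, 5.31, and Clca3, a gene of goblet cells, 5.25. Among the genes with lower values were Pln, which is taken up below with other SRF target genes, and Cxcl14, a chemokine gene, with -3.37 (standard error 0.55, adjusted p = 0.223). The transcription factor genes Irx5, Irx3 and Foxf2 had log2 fold changes of -3.14, -2.84 and -2.62. Mean log2 values were under 6, near background, in smDicer KO for Cxcl14, Irx5, Irx3 and Foxf2 and in WT for Mgam, Reg3g and Clca3, so the log2 fold changes of these genes are lower limits on the size of the change. Vil1 and Slc5a1 also had WT means under 6, but 4.31 and 4.50 on WT array 1 and 6.05 each on WT array 2, so their log2 fold changes are no such limits. Apoc3 had 3.37 on WT array 1 and 8.375 on WT array 2, so its log2 fold change (standard error 1.93) is no such limit. Fabp2 and Apoa1 were also higher on WT array 2, with 4.32 and 9.06 for Fabp2 and 5.96 and 9.82 for Apoa1. Thbs4, which encodes a thrombospondin, had -2.98 (standard error 0.13, adjusted p = 0.134), Pcp4, which encodes a calmodulin-binding peptide, -2.77 (standard error 0.13, adjusted p = 0.134), Prelp, a matrix proteoglycan gene, -2.80, and Cav3, which encodes a caveolin, -2.53. By limma, 0 of the 45101 probe sets passed an adjusted p of 0.05, and 7126 had an unadjusted p under 0.05, of which 2889 were higher and 4237 lower in smDicer KO, where chance alone gives about 2255. An unmoderated linear model also gave 0 at the adjusted threshold, with 4535 at the unadjusted. Without smDicer KO replicate 1, 349 probe sets were higher and 29 lower at an adjusted p under 0.05, the unadjusted count was 2655 without WT replicate 1 and 2249 without WT replicate 2, and after cyclic loess scaling the split at the unadjusted p was 3831 higher and 3284 lower.

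Dicer1, the gene targeted in the smooth muscle cells, had log2 values of 7.82 and 8.08 on the WT arrays and 7.52 and 7.36 on the smDicer KO arrays, a log2 fold change of -0.51 (standard error 0.16, adjusted p = 0.271 from limma). Its other probe set gave -0.49 (standard error 0.17, adjusted p = 0.302). A probe set at the 3' end of a transcript can lie outside the deleted part of a gene, so these values need not measure the deletion.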

The intestinal SM contains SMCs and several other cells including interstitial cells of Cajal (ICC), nerve cells, glial cells, fibroblasts, and cells of hematopoietic origin. 

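Gene lists of cell types were read on each array as the median over their members of the log2 value minus the WT mean. Genes of the mucosal epithelium, a layer that the dissection removes, rose in smDicer KO, with all 24 measured members higher, 17 of them at an unadjusted p under 0.05 and 17 when adjusted over the list alone, and a median log2 fold change of 4.53 (camera adjusted p = 5.66e-13). An estimated correlation gave an adjusted p of 0.688. Their median was -0.46 and 0.46 on the WT arrays, 3.14 on smDicer KO array 1 and 5.81 on array 2, and Krt8, a keratin gene, had a log2 fold change of 2.07 (standard error 0.60, adjusted p = 0.258).

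Genes of enteric neurons rose, with 17 of 18 higher and a median of 0.59 (camera adjusted p = 8.65e-07). Camera with an estimated correlation gave an adjusted p of 0.688. Vip, which encodes a relaxing neuropeptide, had a log2 fold change of 1.10 (standard error 0.21, adjusted p = 0.229), and the list's median was 0.33 without smDicer KO replicate 1 and 0.89 without replicate 2. Macrophage genes, with 12 of 14 higher and a median of 0.41 (camera adjusted p = 0.00309), and genes of the mesothelium, which covers the serosa, with 7 of 7 higher and a median of 0.26 (camera adjusted p = 0.00111), rose as well, and for each list the adjusted p was 0.688 with an estimated correlation. Csf1r, the receptor gene of macrophage growth factor, had a log2 fold change of 0.39 and Msln, the mesothelin gene, 0.77.

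The list of interstitial cells of Cajal was not called, with 4 of 6 genes higher, a median of 0.22 and a mean of -0.32, which Thbs4 pulls below 0, and Ano1 and Etv1, a channel and a transcription factor of these cells, had log2 fold changes of 0.32 and 0.52. Enteric glia had a median of 0.10, fibroblasts -0.13, endothelium -0.04, with a mean of 0.14, neutrophils -0.05, with a mean of 0.02, T and NK cells -0.003, with a mean of 0.14, B and plasma cells 0.19, mast cells 0.05, adipocytes 0.15, red blood cells -0.06 and skeletal muscle fibres -0.14, and none of these lists passed camera. Means were 0.36 for enteric glia, -0.14 for fibroblasts, 0.55 for B and plasma cells, 0.15 for mast cells, 0.37 for adipocytes, -0.17 for red blood cells and -0.37 for skeletal muscle fibres. The highest log2 fold change among B and plasma cell genes was 2.85. In the lists of neutrophils, T and NK cells, B and plasma cells, mast cells and red blood cells, at most the highest member reached a mean log2 value of 6. Their medians lie near background and need not show whether these cells changed. Pancreatic acinar genes differed between mice of the same genotype, with medians of -1.74 and 1.74 on the WT arrays and -2.06 and 4.96 on the smDicer KO arrays. By limma, 0 members of these lists passed the adjusted p over all probe sets. Over all 31 lists, camera called 13 with its preset correlation, 0 with an estimated correlation and fry, which asks only whether a list's genes move on balance, called 0.

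**Figure D1:**
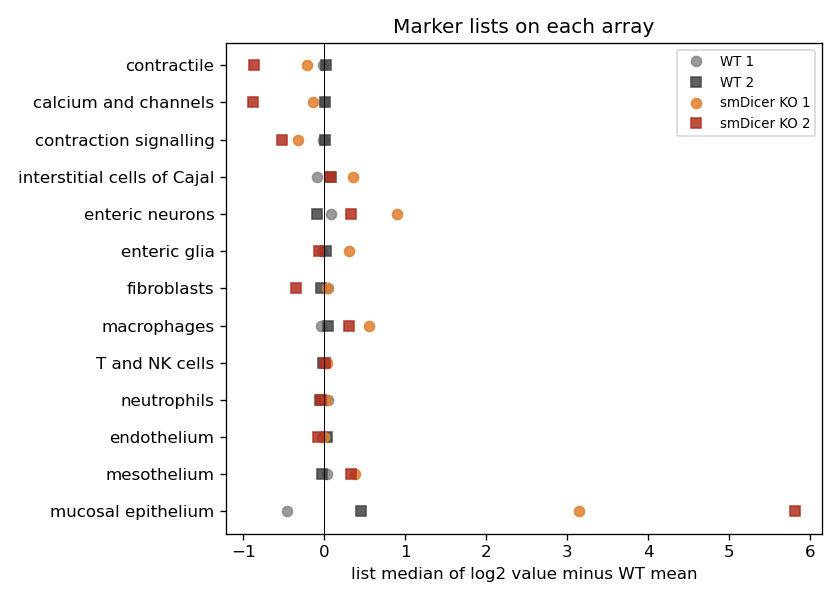
Median over the members of each list of the log2 value minus the mean of the 2 WT arrays, for the 2 WT and the 2 smDicer KO arrays, with 1 point per array. The mucosal epithelium lies at 3.14 and 5.81 on the smDicer KO arrays, and the contractile list at -0.22 and -0.86.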

To examine gene changes in SMCs, we selected 540 previously identified SM genes collected from the GenBank for further analysis. 

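Of the 97 smooth muscle genes of Table S3, all were measured, and 33 had higher and 64 lower values in smDicer KO than in WT when each gene was read from its probe set with the highest mean. The direction was that of Table S3 for 90 genes, 31 higher and 59 lower, and 56 of these had an unadjusted p under 0.05 in limma, 17 higher and 39 lower. The median log2 fold change was -0.29. At an adjusted p under 0.05, 0 genes passed over all probe sets in limma and 32 when adjusted over the list alone, and an unmoderated linear model gave 50 genes at the unadjusted p. The study chose these genes on the same arrays, so the counts are not independent evidence of their direction. The count of 56 was 30 without WT replicate 1 and 20 without WT replicate 2.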

Data filtering using a P-value cutoff of 0.05 in expression yielded 97 SM genes which were expressed aberrantly in the *smDicer* KO mice in comparison to the WT mice (Figure 5A). 

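Among the lower genes of Table S3 was Srf, the transcription factor gene of smooth muscle differentiation, with a log2 fold change of -1.16 (standard error 0.26, adjusted p = 0.234 from limma) on its probe set with the highest mean and -0.79 (standard error 0.12, adjusted p = 0.217) on its other probe set. Myl4, a myosin light chain gene, had -1.25 (standard error 0.18, adjusted p = 0.215), a lower limit on the size of the change because its mean log2 value in smDicer KO was under 6, near background. Other genes of the table, chosen here after their values were seen, were Col8a2, a collagen gene, with -1.42, Rgs2, which encodes a regulator that ends G protein signals, with -1.42, and Dmpk, a muscle kinase gene, with -1.07. On the higher side, also chosen after their values were seen, Ctgf, a growth factor gene of connective tissue, had 1.00 and Ahr, which encodes the aryl hydrocarbon receptor, 0.78. The list of mucosal epithelium genes, with its median of 4.53, was higher on the same arrays.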

Among the dysregulated SM genes, 36 were up-regulated while 61, including *Srf*, were down-regulated in the *smDicer* KO mice (Figure 5A). Interestingly, 35 genes among the dysregulated genes are known to be SRF target genes [12], [42] (see Table S3). 

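The 35 genes that Table S3 marks as SRF targets had a median log2 fold change of -0.48, and its other 62 genes -0.16. Of the SRF targets, 24 were lower and 11 higher in smDicer KO, 33 in the direction of the table, and 24 had an unadjusted p under 0.05 in that direction, 19 lower and 5 higher. In limma 0 passed an adjusted p of 0.05 over all probe sets and 20 passed when adjusted over the list alone, counts that are not independent evidence because the study chose the genes on these arrays. Without WT replicate 2 the count at the unadjusted p was 12. Of the other 62 genes, 40 were lower and 22 higher. The odds of being lower were 1.20 times as high for SRF targets as for the other genes (Fisher's exact test, 2-sided, p = 0.824), and by the directions that Table S3 prints they were 2.23 times as high (Fisher's exact test, 2-sided, p = 0.125).

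A list of genes with well known SRF binding sites was written from general knowledge, with the values of Table S3 already seen. It shares Pln, Fhl2, Mylk, Tln1, Vcl, Srf and Pdlim5 with Table S3 and so is not independent of it. The list fell in smDicer KO, with 28 of 35 measured genes lower and a median of -0.43 (camera adjusted p = 0.00233). Of the lower genes 10 and of the higher genes 3 had an unadjusted p under 0.05, 0 an adjusted p under 0.05 in limma and 2 when adjusted over the list alone. With an estimated correlation the adjusted p was 0.713, and without smDicer KO replicate 2 the median was -0.17 with a camera adjusted p of 0.0834, and without replicate 1 it was -0.75. The contractile list shares 18 of its genes. Fos, an immediate early gene with SRF binding sites, had a log2 fold change of 1.36 (standard error 0.48, adjusted p = 0.304), opposite to the list. SRF with its cofactors and other smooth muscle transcription factors, a list of 20 genes, had a median of -0.16 and a mean of 0.01 and did not pass camera, and Csrp2, a LIM protein gene, had -0.04. On these arrays the mucosal epithelium list was higher, at 3.14 on smDicer KO array 1 and 5.81 on array 2, where the list of genes with SRF binding sites was lower.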

There are more SRF target genes (26) among those down-regulated than those (9) up-regulated. 

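Pln, which encodes phospholamban, the brake of the calcium pump of the sarcoplasmic reticulum, had log2 values of 10.49 ± 0.13 (SD, n = 2) in WT and 7.34 ± 0.59 (SD, n = 2) in smDicer KO, a log2 fold change of -3.15 (standard error 0.31, adjusted p = 0.215 from limma). Its other probe sets gave -2.96 and -3.44. Ckm, the muscle creatine kinase gene, had -2.33 (standard error 0.34, adjusted p = 0.215), Fhl2, a LIM protein gene, -1.51 (standard error 0.22, adjusted p = 0.215), Ldb2, a LIM domain binding protein gene, -1.27 (standard error 0.20, adjusted p = 0.220), and Tns1, the tensin gene of focal adhesions, -1.18 (standard error 0.22, adjusted p = 0.229). Tln1, the talin gene, had -0.63 (standard error 0.20, adjusted p = 0.277) on its probe set with the highest mean, and -1.77 and 0.38 on its other probe sets. The probe set with 0.38 had a mean log2 value of 5.18, near background. Mylk, which encodes the kinase that starts smooth muscle contraction, had -0.29 (standard error 0.15, adjusted p = 0.420), and -0.55 and -1.52 on its other probe sets. The probe set with -0.29 had mean log2 values of 13.76 in WT and 13.46 in smDicer KO, near the top of the measured range. The probe set with -1.52 had 11.85 in WT. All 7 genes were lower in smDicer KO on both arrays than on either WT array, and 6 had an unadjusted p under 0.05 in limma, 0 an adjusted p under 0.05 and 6 when adjusted over the 7 alone, where an unmoderated linear model gave 4 at the unadjusted p. Their median was -1.27, and since the study picked them on these arrays this is not independent evidence of direction. The paper states that these genes are all SRF targets, and in its model SRF turns on smooth muscle genes directly. By the fold changes that Table S3 prints, these 7 are the lowest of its 97 genes. When each gene is read from its probe set with the highest mean, Pln, Ckm, Fhl2, Ldb2 and Tns1 stood at places 1, 2, 3, 6 and 8 from the lowest, Tln1 at 20 and Mylk at 49, although both Tln1 and Mylk have another probe set with a lower log2 fold change.

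**Figure D2:**
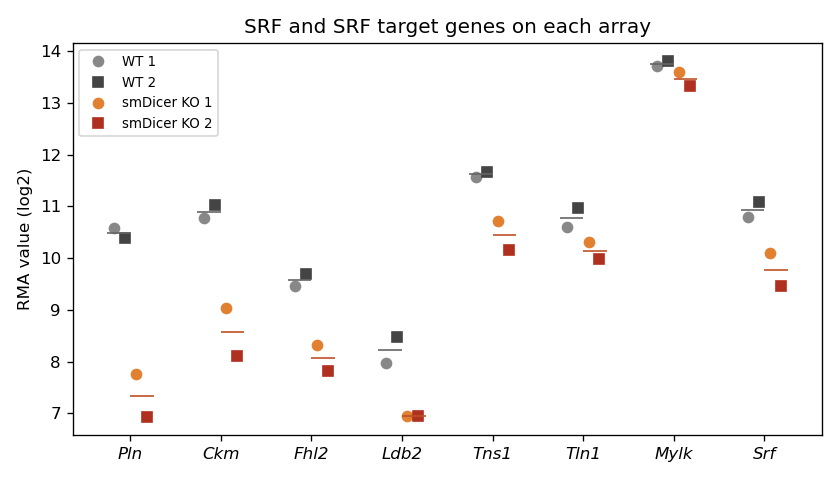
RMA values (log2) of Srf and of 7 SRF target genes on the 2 WT and the 2 smDicer KO arrays, with 1 point per array and a line at each group's mean. Pln lies at 10.49 in WT and 7.34 in smDicer KO on average, and Mylk at 13.76 and 13.46.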

The seven genes, *Pln*, *Ckm*, *Tln1*, *Mylk*, *Fhl2*, *Ldb2*, and *Tns1*, which were shown to be the most significantly reduced in the *smDicer* KO mice, are all SRF target genes (see Table S3).

**Figure 5:**
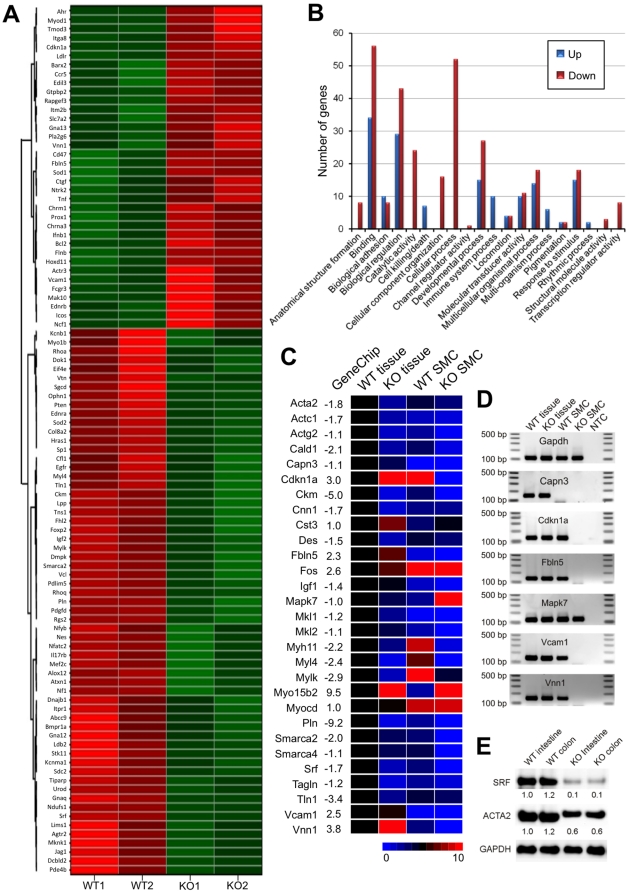
Expression profiles of dysregulated SM genes from the *smDicer* knockout SM tissues and SMCs. (**A**) Gene expression data was obtained using Affymetrix GeneChip Mouse Genome 430 2.0 Array on small RNAs isolated from the small intestinal muscularis of 20-day old wild type (WT) and *smDicer* knockout (KO) mice (n = 2). Among ∼39,000 transcripts, 540 previously known SM genes were chosen for further analysis. Data was filtered using a P-value cutoff of 0.05 for expression and for the same + or − values in the two samples resulting in 97 SM genes (36 upregulated and 61 down-regulated). Clustering dendrograms show the relative expression values according to the following coloring scheme: red = high, white = moderate, green = low. (**B**) Comparison of GO annotation in up- and down-regulated SM genes. (**C**) To confirm the expression profiles from the array, qPCR was performed on cDNAs made from the WT and KO small intestinal SM tissues and SMCs. The expression level of each gene was normalized by an average Ct value of *Gapdh* and *Actb*. Since the WT tissue expressed all the genes tested, the normalized value of the control genes was further normalized by that of the WT tissue. On the heat map, the WT tissue genes were set up as 5 (black) in a range of 0 (lowest) to 10 (highest), and genes of the KO tissue, WT, and KO SMC were expressed relative to that of the WT. GeneChip fold changes are shown along with the gene names. (**D**) Confirmation of qPCR products showing the discrepancy between the tissues and SMCs was analyzed on 2% agarose gels. (**E**) Western blot analysis showing reduction of SRF and SM α-actin (ACTA2) in the *smDicer* KO small intestine and colon. Expression level of each protein was normalized by GAPDH.

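Over all genes on the arrays, 18 of 349 gene ontology terms of biological process passed camera, 7 with higher and 11 with lower values in smDicer KO. Terms that rose were sodium ion transport, with 72 of 104 genes higher (adjusted p = 0.000204), antigen processing and presentation, with 30 of 37 higher (adjusted p = 0.00154), inflammatory response, immune response, locomotory behavior, amino acid transport and chloride transport. Terms that fell were DNA repair, with 137 of 170 genes lower (adjusted p = 0.00219), RNA splicing, with 129 of 167 lower (adjusted p = 0.00301), translation, with 187 of 246 lower (adjusted p = 0.00301), cell division, with 157 of 206 lower (adjusted p = 0.00602), and terms of rRNA, tRNA and mRNA processing and of DNA replication and recombination. The split was 10 higher and 4 lower without WT replicate 1, 12 and 10 without smDicer KO replicate 1, and 13 and 9 without smDicer KO replicate 2. Without smDicer KO replicate 1, cell division, DNA replication, DNA recombination, locomotory behavior and chloride transport did not pass. Without smDicer KO replicate 2, antigen processing and presentation, RNA splicing, rRNA, tRNA and mRNA processing and chloride transport did not. Without WT replicate 1, cell division, DNA replication, DNA recombination, response to DNA damage, rRNA, tRNA and mRNA processing and chloride transport did not pass. Without WT replicate 2, amino acid transport and mRNA processing did not. The proliferation list had a median of -1.14 on smDicer KO array 1 and -0.02 on array 2, and the interferon-induced list 2.71 and 0.58. The gene ontology terms were run with the preset correlation only. Within Table S3, 0 terms differed between the higher and the lower genes at an adjusted p under 0.05 by Fisher's exact test (lowest adjusted p = 0.958), and the lowest unadjusted exact p, 0.0259, was that of transferase activity, with 0 of 33 higher and 9 of 64 lower genes. The mucosal epithelium list, with a median of 4.53, was higher on the arrays on which the transport and immune terms were higher.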

Gene Ontology (GO) annotation comparing up- and down-regulated SM genes revealed that the two groups were different in biological processes ascribed to each gene set (Figure 5B). Immune system processes, cell killing/death, and multi-organism processes were found only in the up-regulated SM genes but not in the down-regulated, indicating that genes involved in these biological processes are over-expressed in the *smDicer* KO SMCs. Conversely, cellular process, catalytic activity, cellular component organization, anatomical structure formation, transcriptional regulator activity, and structural molecule activity appeared only in the down-regulated SM genes, indicating that genes involved in these biological processes are missing or significantly down-regulated in the *smDicer* KO SMCs (Figure 5B). In addition, binding, biological regulation, and developmental processes were greatly increased in the down-regulated SM genes, indicating that genes involved in these biological processes are also greatly down-regulated in the *smDicer* KO SMCs (Figure 5B).

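Among the genes that Table S3 gives as up-regulated, Vnn1 is the 1 of 36 whose directly annotated gene ontology terms name the immune system, against 0 of the 61 down-regulated genes (Fisher's exact test, adjusted p = 0.975). With only 1 such gene no split could have passed, so the test cannot decide. Terms of apoptosis or cell death are on 4 of the 36, Ahr, Ifnb1, Itm2b and Vnn1, and on 5 of the 61, Agtr2, Alox12, Hras1, Ndufs1 and Rhoa (Fisher's exact test, adjusted p = 0.975). The annotation is the one deposited for the arrays, and parent terms were not added.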

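Terms with the word structural are on 0 of 36 up-regulated genes of Table S3 and on 5 of 61 down-regulated genes, Col8a2, Hras1, Nes, Tln1 and Vcl. The words catalytic activity are in a term of 0 and 4 genes, the latter Ckm, Kcnma1, Pde4b and Vtn. Terms with the word transcription are on 6 of 36 and 9 of 61, and the 9 include Srf, Fhl2, Ldb2, Mef2c and Sp1. Terms with the letters cytoskelet or actin in their name are on 4 and 12 genes. This match can also take enzyme terms with the word acting. Its genes include Vnn1, Alox12 and Ndufs1, so it is not a count of cytoskeletal genes. None of these differences passed Fisher's exact test, with an adjusted p of 0.975 for each. For structural and catalytic activity, all 5 and all 4 genes are already down-regulated. With so few genes no split in that direction could have passed, so the test cannot decide whether these words belong to the down-regulated genes.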

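Terms with the word binding are on 31 of 36 up-regulated and 54 of 61 down-regulated genes of Table S3 (Fisher's exact test, adjusted p = 0.975), and terms of development on 10 of 36 and 16 of 61 (Fisher's exact test, adjusted p = 1.00). Cell adhesion is on 7 and 9 genes, and terms of muscle on 4 and 7.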

Dysregulated genes were confirmed in SM tissue and SMCs from the *smDicer* KO mice through qPCR. 

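On the arrays, 28 of the 29 genes of Figure 5C had a probe set of their own, while Actc1 was found only on a probe set that also matches other genes and was left out. Of the 28, 27 had the direction of the GeneChip value printed in the figure, 8 higher and 19 lower in smDicer KO, 11 of them at an unadjusted p under 0.05 in limma, 0 at an adjusted p under 0.05 and 9 when adjusted over the list alone. The 11 became 17 without smDicer KO replicate 1 and 7 without WT replicate 2. The study chose the genes on these arrays, so the count is not independent evidence of direction. Higher values were found for Myo15b, a myosin gene, with a log2 fold change of 3.24 (standard error 0.82, adjusted p = 0.244), on whose arrays the mucosal epithelium list was also higher, with its median of 4.53, and whose mean log2 value in WT was 5.96, near background. Lower values were found for Myh11, the smooth muscle myosin heavy chain gene, with -0.26 (standard error 0.17, adjusted p = 0.525) and -1.12 on its other probe set, Tagln, the transgelin gene, with -0.29, and Actg2, the enteric actin gene, with -0.17. On their probe sets with the highest mean, Myh11, Tagln and Actg2 had 13.70, 14.14 and 14.05 in WT, near the top of the measured range. Smarca2, a gene of the SWI/SNF complex, had -0.47 and -1.004 on its 2 probe sets, Mkl1 and Mkl2, the myocardin-like SRF coactivators, -0.20 and -0.13, and Igf1, a growth factor gene, -0.37. Values near 0 were found for Myocd, the myocardin gene, with 0.03, Cst3, the cystatin gene, with 0.06, Capn3, a calpain gene, with -0.04, and Smarca4, with 0.04 and, on its other probe set, -0.18. Log2 values of Capn3 and Mkl2 were under 6 on all 4 arrays.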

In the *smDicer* KO small intestine tissues, 29 dysregulated genes, including 6 SRF target genes (see Table S3) from the GeneChip data, matched qPCR data (Figure 5C). Expression profiles of all 29 genes tested from the *smDicer* KO tissues in comparison to the WT tissues were consistent between the GeneChip array data and the qPCR data. Furthermore, qPCR expression profiles of the 22 genes from the *smDicer* KO SMCs and WT SMCs were consistent with the GeneChip data (Figure 5C). Seven genes including *Srf*, *Ckm*, *Mkl2*, *Myl4*, *Smarca2*, and *Smarca4* were not detected in the *smDicer* KO SMCs by qPCR (see Figure S1). In addition, expression profiles of the 6 genes obtained by qPCR were much different in SMCs than in tissues (Figure 5D). *Capn3* was not detected in either *smDicer* KO or WT SMCs. *Cdkn1a*, *Fbln5*, *Vcam1*, and *Vnn1*, which were up-regulated in the *smDicer* KO tissue, were not detected in the *smDicer* KO SMCs. Conversely, *MapK7*, which was down-regulated in the *smDicer* KO tissue, was actually up-regulated in the *smDicer* KO SMCs (Figure 5D). 

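In smDicer KO tissue, Vnn1, which encodes the pantetheinase vanin, had log2 values of 7.00 and 7.70 on the WT arrays and 9.06 and 9.47 on the smDicer KO arrays, a log2 fold change of 1.91 (standard error 0.30, adjusted p = 0.217 from limma). Cdkn1a, a cyclin-dependent kinase inhibitor gene, had 1.64 (standard error 0.16, adjusted p = 0.215) and 1.55 on its other probe set. Vcam1, an adhesion molecule gene of endothelium and inflamed tissue, had 1.33 (standard error 0.23, adjusted p = 0.226), and 0.46 and 0.20 on its other probe sets. Fbln5, a gene of elastic fibres, had 1.22 (standard error 0.20, adjusted p = 0.223), and -0.17 on a probe set with a mean log2 value of 4.29. The mucosal epithelium list was higher on the same arrays, with a median of 4.53, and the macrophage list had a median of 0.41.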

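Mapk7, a mitogen-activated protein kinase gene, had a mean log2 value of 6.40 ± 0.19 (SD, n = 2) in WT and 6.37 ± 0.10 (SD, n = 2) in smDicer KO tissue on the arrays. The log2 fold change of -0.03 (standard error 0.16, adjusted p = 0.953 from limma) was smaller than the spread between replicates.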

Taken together, this qPCR data showed that all 6 SRF target genes (see Table S3) tested were abolished or down-regulated in the *smDicer* KO SMCs. In addition, we validated the reduction of two important proteins, SRF (the master switch for SM contractile genes) and ACTA2 (SM α-actin, a well-known marker for SMCs), in the KO small intestine and colon tissues by Western blot. Consistent with the expression profiles obtained from the microarray and qPCR results, SRF and ACTA2 were significantly reduced by 90% and 40% respectively in the KO tissues (Figure 5E).

We also analyzed miRNAs targeting 58 transcriptional regulators that were dysregulated in the microarray from the *smDicer* KO mice. 

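Table S4 lists 53 different genes in its 58 entries, and Mycl1 stands in it with both directions and was left out. Of the other 52 genes, 47 had a probe set of their own, and 42 of these had the direction of the table, 10 higher and 32 lower in smDicer KO. At an unadjusted p under 0.05 in limma there were 4 higher and 11 lower genes, 0 passed an adjusted p of 0.05 over all probe sets and 8 passed when adjusted over the list alone. The study picked the genes on these arrays, so the counts are not independent evidence of their direction. Id4, which encodes an inhibitor of basic helix-loop-helix factors, had a log2 fold change of -0.97 (standard error 0.19, adjusted p = 0.229), Nkx2-3, a homeobox gene of the gut muscle, -0.58 (standard error 0.24, adjusted p = 0.344), and Znrd1, a polymerase subunit gene, -0.39 (standard error 0.13, adjusted p = 0.286). Arnt and Pgr, genes of a bHLH partner and of the progesterone receptor, had -0.15 and -0.14, and Hif1a, the gene of the hypoxia factor, 0.09. Id4 had a mean log2 value under 6 in smDicer KO, near background, and Barx2, Neurod4 and Prox1 had mean log2 values under 6 in both groups, with log2 fold changes of 0.19, 0.10 and -0.11. An unmoderated linear model gave 29 genes at the unadjusted p in place of 15, and without either WT replicate limma gave 8.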

Among the 58 regulator genes, 15 were up-regulated while 43 were down-regulated in the *smDicer* KO SM (see Table S4). About half of the genes are known to be positive (17), negative (12), or both positive and negative (6) regulators during transcription in the GO categories. Nineteen genes are involved in cell proliferation (8), differentiation (18), or both proliferation and differentiation (7) in the GO categories. Those involved in both show cell-specific proliferation, or differentiation in different cell types. We examined the 19 regulatory genes associated with cell proliferation and differentiation in small intestinal SM tissues and SMCs from the *smDicer* WT and KO mice by PCR. The WT SM tissue expressed 11 regulatory genes detected by PCR while the *smDicer* KO SM tissue expressed 9 genes (see Figure S2 and Table S4). The WT SMCs expressed 6 genes (*Arnt, Hif1a*, *Id4*, *Nkx2-3*, *Pgr*, and *Znrd1*), but 4 genes (*Barx2, Irx5, Neurod4, Pou3f1*, and *Prox1*) were not detected by PCR. However, all of the 6 genes expressed in the WT SMCs were abolished in the *smDicer* KO SMCs (see Figure S2). The 6 regulatory genes are associated with cell proliferation (*Pgr*), differentiation (*Znrd1, Hif1a*, and *Arnt*), or both proliferation and differentiation (*Id4* and *Nkx2-3*) in the GO categories (see Table S4).

### Dysregulated SM genes and transcriptional regulators are potential targets of SM miRNAs

To see if there was a link between the dysregulated SM genes in the *smDicer* mutant mice and the SM miRNAome that we previously cloned and identified from mouse small intestine [26], we retrieved all putative targeting miRNAs using the 97 dysregulated SM genes from miRNA targeting databases PicTar [37] and TargetScan [38], [39] and analyzed how many miRNAs among the targeting miRNAs were found in the SM miRNAome. In the SM miRNAome, we previously grouped the cloned SM miRNAs into two categories: SM common (found in mice and humans) and SM unique miRNAs (found in either mice or humans) [26]. Most targeting miRNAs retrieved from PicTar and TargetScan (see Table S5) were found in the SM miRNAome [26]. Average hit per miRNA from PicTar was significantly higher (4 times higher compared to the non SM miRNAs) in SM common miRNAs (0.59) than in SM unique (0.36) and in non SM miRNAs (0.15) (see Table S5). A similar result was obtained from TargetScan: 0.66 (5 times higher) in SM common, 0.21 in SM unique, and 0.14 in non SM miRNAs (see ).

We also analyzed miRNAs targeting 58 transcriptional regulators that were dysregulated in the microarray from the *smDicer* mutant mice. Among the 58 transcriptional regulators, 15 were up-regulated while 43 were down-regulated (see Table S6). Both PicTar and TargetScan predicted most SM miRNAs (SM common and SM unique) compared to non SM miRNAs. Average hit per miRNA from PicTar was considerably higher (6 times higher compared to the non SM miRNAs) in SM common miRNAs (0.43) than in SM unique (0.22) and in non SM miRNAs (0.07) (see Table S6). A similar result was obtained from TargetScan: 0.62 (5 times higher) in SM common, 0.20 in SM unique, and 0.12 in non SM miRNAs (see Table S6).

This miRNA targeting analysis shows there is a close link between SM common miRNAs and the dysregulated SM genes or transcriptional regulators, suggesting that SM common miRNAs may target the dysregulated SM genes and transcriptional regulators, leading to the phenotypic changes in the *smDicer* mutant SMCs.

## Discussion

### The *smDicer* KO mice implicated in the regulation of SMC phenotype by the SRF-dependent, SMC-phenotypic miRNAs

In this study, we showed that specific KO of *Dicer* in SMCs resulted in a dramatic phenotype in the GI tract. The *smDicer* mutant mice showed significantly thinner longitudinal and circular muscle layers as well as aberrant SMCs in the GI tract (Figure 2). This mutant SMC phenotype is remarkably similar to that of the inducible, SM-specific *Srf* null mice that developed severe dilation of the intestinal tract associated with the thinning of muscle layers [43], [44]. We previously cloned and identified the intestinal SMC miRNAomes from mice and humans, a large number of which are regulated by SRF through CArG boxes found around the SMC miRNA genes [26]. Our SMC-specific *Dicer* KO mice, along with the *Srf* null mice, confirmed that SMC phenotype is modulated, in part, via the SRF-dependent, SMC miRNAs through the SMC miRNA CArG boxes.

### The mutant SMC phenotype and human intestinal obstruction

The extensively dilated intestinal tract associated with impaired SMCs shown in Figure 2 is a typical feature of congenital MMIHS [30] or CIPO [29]. MMIHS is a congenital form of CIPO that causes functional neonatal intestinal obstruction. MMIHS occurs in the GI tract and urinary bladder, and is the most severe form of functional intestinal obstruction in newborns [45]. The cellular and molecular mechanisms underlying this disorder are largely unknown. The major feature of this congenital and usually lethal anomaly is abdominal distension caused by degenerative SMCs [46]. Contractile SM genes were down-regulated in the mutant SMCs (Figure 5A and C), similar to alterations found in MMIHS [47] and the CIPO model mice [44]. 

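Smooth muscle contractile and cytoskeletal genes fell in smDicer KO, with all 24 measured members of the list lower and a median log2 fold change of -0.53 (camera adjusted p = 4.02e-06). An estimated correlation gave an adjusted p of 0.688. The median was -0.22 on smDicer KO array 1, the value without replicate 2, and -0.86 on array 2, the value without replicate 1, 8 members had an unadjusted p under 0.05 in limma, and 0 passed an adjusted p over all probe sets or adjusted over the list alone. Tpm2, a tropomyosin gene, had a log2 fold change of -0.36 (standard error 0.15, adjusted p = 0.355). Genes of calcium handling and ion channels fell, with 18 of 20 lower, 7 of them at an unadjusted p under 0.05, 0 at an adjusted p in limma and 5 when adjusted over the list alone, and a median of -0.48 (camera adjusted p = 0.000316). Their adjusted p was 0.688 with an estimated correlation, and the median was -0.88 without smDicer KO replicate 1 and -0.14 without replicate 2. Abcc9, a subunit gene of potassium channels, had -0.49 (standard error 0.18, adjusted p = 0.311) and Atp2a2, the calcium pump gene, -0.20. Genes of contraction signalling fell, with 15 of 18 lower, 5 of them at an unadjusted p under 0.05, 0 at an adjusted p in limma and 3 when adjusted over the list alone, and a median of -0.39 (camera adjusted p = 0.00233). Their adjusted p was 0.688 with an estimated correlation. Ppp1r12a and Ppp1r12b, which encode regulatory subunits of myosin phosphatase, had -0.62 and -0.83. The contractile, calcium and contraction signalling lists share genes with Table S3, such as Mylk, Pln and Rgs2, so their fall is not independent of that table. On these arrays, the mucosal epithelium list was higher by a median of 4.53, more so on smDicer KO array 2, where the contractile list was lower.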

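In smDicer KO tissue on the arrays, Acta2 had a log2 fold change of -0.11 (standard error 0.13, adjusted p = 0.723 from limma) on its probe set with the highest mean, at 14.45 in WT and 14.34 in smDicer KO near the top of the measured range, and -0.85 and -0.22 on its other probe sets. Cnn1 had -0.78 (standard error 0.35, adjusted p = 0.365). Cald1 had -0.25 (standard error 0.19, adjusted p = 0.573) on its probe set with the highest mean, and -1.02, -1.05 and 0.43 on its others. Des had -0.62 (standard error 0.33, adjusted p = 0.425) and -0.52 on its other probe set. On smDicer KO array 2, Cnn1 and Des had log2 values of 12.33 and 12.19, and on array 1 13.30 and 13.09, where the WT arrays lay from 13.54 to 13.66 and from 13.21 to 13.31.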

Expressions of SM α-actin (*Acta2* in mice), calponin (*Cnn1*), caldesmon (*Cald1*), and desmin (*Des*) that were significantly reduced in MMIHS [47], [48] were also reduced in the mutant SM tissue and isolated SMCs (Figure 5C, E and Figure S1). In addition, reduction of SRF (*Srf* in mice) and smoothelin-A (*Smtnl1*) found in CIPO [43],[44],[49] is also seen in the mutant SM and/or SMCs (for *Srf*, see Figure 5C, E and Figure S1; for *Smtnl1*, see the NCBI GEO array dataset GSE21738 deposited in this study). This similarity suggests that the *smDicer* mutant mice may be a model that could be useful in studies of MMIHS or CIPO, and that MMIHS or CIPO is possibly linked to the defective expression or function of SRF-dependent SMC miRNAs.

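Smtnl1, which encodes a smoothelin-like protein, had log2 values of 4.45 and 4.42 on the WT arrays and 4.03 and 4.22 on the smDicer KO arrays, a log2 fold change of -0.31 (standard error 0.13, adjusted p = 0.360 from limma), at levels below the median of each array. Srf had log2 values of 10.80 and 11.08 on the WT arrays and 10.10 and 9.46 on the smDicer KO arrays.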

### Affected miRNAs from the disruption of *Dicer* in SMCs

miRNAs affected in several different cell- or tissue-specific *Dicer* KO animals are quite different. Abolished miRNAs depend on the cell type, location, and time when *Dicer* is disrupted during the development of the cells. miRNA biogenesis is primarily regulated at the level of gene transcription [50]. Although some transcriptional factors (e.g. HIF1α, MYC, NF-kB, c-Jun, and p53) have been found to regulate the promoter activity of miRNAs [51]–[54], transcriptional regulation of miRNAs are complicated and largely unknown. miRNAs are generated from intergenic regions [probably non-coding RNAs (ncRNAs)], introns, and exons (5′ or 3′ UTR, and CDS). What's even more complicated is the fact that some miRNAs are generated from the antisense of introns and exons. We analyzed SM miRNA transcriptomes that we previously cloned and identified from humans and mice [26]. In mouse miRNAs, 48% of the miRNAs originated from mRNAs, 42% were from known transcripts, and 10% were from ncRNAs. In human miRNAs, 57% of the miRNAs originated from mRNAs, 30% were from unknown transcripts, and 13% were from ncRNAs. Half (50%) of the mouse miRNAs were located within intergenic regions, 41% in introns, and 1% in exons. Interestingly, 8% of the miRNAs were located in either antisense strand of introns or exons, suggesting they are transcribed by their own anti-directional promoters. The origin of human miRNAs showed a similar distribution: 43% in intergenic regions, 48% in introns, 2% in exons, and 7% in antisense-introns. This heterogeneous origin of miRNAs suggests each group of miRNAs with the same origin may be generated and maintained in a different transcriptional pathway. In this study, we demonstrated the expression of SM miRNAs was reduced by 87% in the KO SMCs: 136 miRNAs were not detectable, 222 miRNAs were reduced with >2 fold, and 26 miRNAs including miR-451 were upregulated with >2 fold (Table 2; details in Table S2). Most SM miRNAs were downregulated and Dicer-dependent. However, the differential reduction data suggests that mature miRNAs are differentially reduced and disappear in the developing SMCs after ablation of *Dicer* at E12.5 days when *Cre* is activated in the cells [31]. Differential reduction of miRNAs is consistent in other *Dicer* KO mice [8], [55]. This differential reduction of miRNAs in the KO cells may be due to different turnover and stability rates for each miRNA in multiple biogenesis pathways in different tissues [56], [57]. The 26 upregulated miRNAs identified in this study are also of interest because they may be generated by multiple Dicer-independent pathways. Recent studies showed that miR-451 is indeed processed by Dicer-independent Ago2 [40], [41]. It would be interesting to see if the other upregulated miRNAs are processed by Ago2 or by other Argonaute proteins.

### EGFP specifically expressed in the SMCs as a powerful tool to study GI pathology

We generated SMC-specific *Dicer* null mice that expressed eGFP in a SMC-specific manner (Figure 2). It is critical to purify SMCs from other cells in order to study the changes in gene expression specific to SMCs. GI SM, like other tissues, contains a heterogeneous population of cells. Currently, there are no known specific surface antigens for SMCs that can be used as a strategy for isolating these cells via FACS. We circumvented this problem by using the expression of eGFP which was directed to specific SMC expression via the MHC promoter (*smMHC^Cre-GFP/+^*) mice [31]. We previously showed intestinal SMCs sorted from the mice were differentiated SMCs [26]. These mice display bright green fluorescence in all of the SMCs in the GI tract and also express Cre recombinase in SMCs. We crossed these mice with a mouse we bred (*Dicer^lox/lox^*) to generate SMC-specific *Dicer* null offspring. The expression of eGFP in SMCs allowed for the evaluation of the structure of the *tunica muscularis* via confocal microscopy, FACS, and purification of SMCs for the analysis of gene expression. This transgenic model using SMC-specific eGFP expression provides a powerful new tool to study the function and genetic regulation of SMC phenotypes that may be altered as a result of MMIHS or CIPO.

### Inflammatory infiltrate in the *smDicer* KO colon

We observed atrophy of both the circular and longitudinal muscle layers in the colonic muscularis (Figure 2D). The colonic mucosal layer exhibited inflammation accompanied by an extensive inflammatory infiltrate correlating to the onset of colitis [58] (Figure 2F). It would appear that the inflammatory cell infiltrate is most notable in the lamina propria, submucosa, and muscularis mucosa regions. The predominant cells comprising the inflammatory infiltrate in the dextran sulphate sodium (DSS)–induced colitis animal model are macrophages, neutrophils, and eosinophils [58]. These cell types may be responsible for the extensive inflammatory infiltrate evident in Figure 2F, but in order to precisely identify these cell types, immunohistochemistry would be required. Another notable observation in the inflamed colon from the *smDicer* KO mice is that many cells within the mucosal lining appear apoptotic although confirmation by TUNEL is required for verification. The inflammatory infiltrate might be responsible for the increased expression of the genes involved in immune system processes and cell killing/death in the *smDicer* KO mice (Figure 5B). In addition, GI SMCs from patients with ulcerative colitis, an idiopathic inflammatory disease of the colon, showed an abnormal motor dysfunction in the colonic circular muscle while the muscularis propria contained increased pro-inflammatory cytokine signals [59]. These observations in the colonic colitis are similar to the abnormalities (inflammatory infiltrate, increased immune system and apoptotic activities, and reduced contractility) in the inflamed colon obtained from the *smDicer* KO mice in this study. Taken together, our data suggest that the abnormal SMCs may trigger inflammatory infiltrate while normal SMCs should have some mechanisms to suppress or bypass the pro-inflammatory cytokine signals.

### A Network of interaction among SRF, SM miRNAs, transcriptional factors, and SM genes

We showed that aberrantly expressed SM genes and transcriptional regulators are potential targets of SM miRNAs (see Tables S5 and S6). Collectively, our studies regarding the SM miRNAome analyzed with the miRNA expression and targeting analyses lead us to propose a model that SM genes are regulated by multiple pathways to control SMC growth and differentiation (Figure 6). Expression of SM genes is affected by positive and negative regulation in a network of SM miRNAs, SRF, and transcriptional factors. SM miRNAs negatively regulate SRF, SM genes, and transcriptional factors at the post-transcriptional level by binding to their target transcripts. Transcriptional factors positively or negatively regulate SRF and SM genes at the transcriptional level by binding to their regulatory sites, while SRF positively regulates SM miRNAs, SM genes, and SRF itself at the transcriptional level by binding to their CArG or CArG-like boxes. This model presents a network of interaction among SRF, SM miRNAs, transcriptional factors, and SM genes and offers the unique opportunity to study the regulation of the SMC phenotype in other pathological contexts.

**Figure 6:**
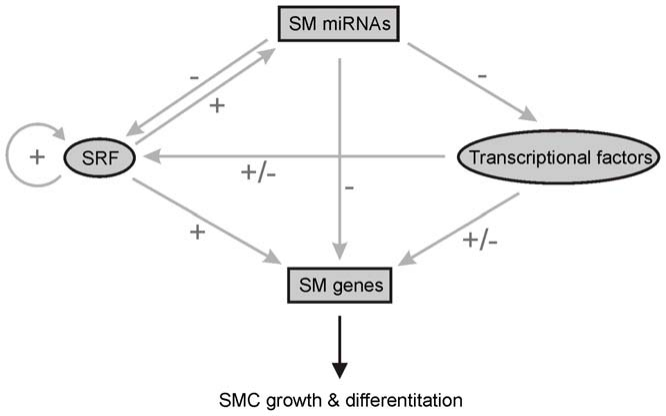
Model of the regulation of SM genes by SM miRNAs, SRF, and transcriptional factors. SM genes are regulated by multiple pathways that fine tune SMC growth and differentiation. 1) SM genes are directly and positively regulated by SRF; SM genes are SRF targets that are transcriptionally turned on by SRF [15]. 2) SM genes are directly and negatively affected by SM miRNAs; SM miRNAs target SM genes (see Table S5). 3) SM genes are indirectly and negatively controlled by SRF through SM miRNAs; we previously found that a large number of SM miRNAs, such as miR-143/miR-145 and miR-199a/miR-214, are SRF targets [26], and SM miRNAs target SM genes (see Table S5). 4) SM genes are directly and positively/negatively affected by transcriptional factors; in the *smDicer-GFP* mice, transcriptional factors up or down-regulated are positive and/or negative regulators of transcription for SM genes (see Table S4). 5) SM genes are indirectly and positively/negatively controlled by SM miRNAs through transcriptional factors; transcriptional factors are potential SM miRNA targets (see Table S6) and repressed transcriptional factors regulate the expression of SM genes. 6) SM genes are indirectly and positively/negatively affected by SRF through SM miRNAs and transcriptional factors; SRF turns on SRF-dependent SM miRNAs, which target transcriptional factors. Repressed transcriptional factors regulate the expression of SM genes.

## Supporting Information

Text S1 Extended Materials and Methods.
(DOC)

Figure S1 **Confirmation of qPCR products showing the discrepancy between the smooth muscle tissues and sorted SMCs from the wild type control and the** ***smDicer*** **knockout mice.** qPCR products from Figure 5C were analyzed on 2% agarose gels. *Actb* was used as an endogenous control.
(TIF)

Figure S2 **Expression of 11 transcriptional regulators in the smooth muscle tissues and sorted SMCs from the wild type control and the** ***smDicer*** **knockout mice.** PCR products were analyzed on 2% agarose gels. *Actb* was used as an endogenous control.
(TIF)

Table S1 Oligonucleotides used in this study.
(DOC)

Table S2 Reduction of miRNAs in small intestine tissue and SMCs from the *smDicer* knockout mice.
(XLS)

Table S3 A list of SM genes dysregulated in the *smDicer* knockout mice.
(XLS)

Table S4 A list of transcriptional regulators dysregulated in the *smDicer* knockout mice.
(XLS)

Table S5 A list of miRNAs targeting SM genes.
(XLS)

Table S6 A list of miRNAs targeting transcriptional regulators.
(XLS)

# Supplementary material for: MicroRNAs Dynamically Remodel Gastrointestinal Smooth Muscle Cells
**Source:** PLoS One. 2011 Apr 14;6(4):e18628. doi: 10.1371/journal.pone.0018628
**Supplement:** Text S1 — Extended Materials and Methods.

**Extended Materials and Methods**

**Generation of *smDicer* mutant mice**

A SMC-specific *Dicer* knockout (KO) *Dicerlox/lox;smMHC/Cre/eGFP* (*smDicer-/-;Cre-GFP/+*) mouse line was generated by cross-breeding a *smMHC/Cre/eGFP* (*smMHCCre-GFP/+)* male mouse (gift from Kotlikoff M.I. at Cornell University) [1] and a *D*icerlox/lox female homozygote mouse (The Jackson Laboratory) according to the National Institutes of Health (NIH) Guide for the Care and Use of Laboratory Animals and the American Physiological Society’s ‘Guiding Principles in the Care and Use of Animals’. All procedures (Protocol 00097) used in generating and analyzing the transgenic mice were approved by the Institutional Animal Care and Use Committee at the University of Nevada, Reno. The offspring mice were genotyped with sets of primers: Cre-2/Cre-2r for the *Cre* gene, eGFP-2/eGFP-2r for the *eGFP* gene, Dicer-F2/Dicer-R2 for the loxP inserted and WT loci, and Dicer-F2/Dicer-Del2 for the *Dicer* deletion (∆) (see Table S1) through genotyping PCR. PCR products amplified with each set of primers were analyzed on 1.5% agarose gels and then sequenced for confirmation. Transgenic mice and wild type (WT) mice (siblings of transgenic mice) were maintained until used for the following experiments.

**Tissue preparation**

The mutant *smDicer-/-;Cre-GFP/+*, WT *smMHCCre-GFP/+,* or C57BL6 mice were anesthetized by isoflurane (AErrane) inhalation and killed by decapitation at the age of ~3 weeks. Multiple tissues (brain, heart, kidney, liver, lung, spleen, bladder, trachea, vein, testis, ovary, uterus, stomach, small intestine, cecum, and colon) were dissected from the mice. The gastrointestinal (GI) smooth muscle tissues (stomach, small intestine, cecum, and colon) were stripped free of mucosa and submucosal plexus. The multiple tissues were used for the isolation of total RNAs. Some of the small intestine and colon muscularis tissues were used for purification of smooth muscle cells (SMCs) using flow cytometry and fluorescence-activated cell sorter (FACS). Small intestinal tissues from ~3-weeks-old C57BL6 mice were used for organ culture. The GI tissues were used for microscopic histological analysis or for mechanical response studies.

**Isolation of total and small RNAs from tissues and cells**

Total RNAs and/or small RNAs were isolated from multiple tissues and sorted SMCs from the *smDicer-/-;Cre-GFP/+* and the WT control miceusing the mirVanaTM miRNA isolation kit(Ambion) as previously described [2]. Briefly, 50-250 mg of tissue or 50,000-200,000 cells (eGFP-positive cell populations sorted by FACS) was homogenized in the Lysis/Binding buffer. A 1/10 volume of miRNA Homogenate Additive was added and incubated on ice for 10 min. Total RNA was first extracted by adding an equal volume of Acid-Phenol:Chloroform. Small RNA was then extracted from the total RNA using a filter cartridge with 100 μl of preheated (95 °C) elution solution. The remaining total RNA was also isolated using another filter cartridge with 100 μl of preheated (95 °C) elution solution. The concentrations (ng/μl) of total RNAs and small RNAs were measured using an ND-1000 spectrophotometer (NanoDrop Technologies).

**RT-PCR and qPCR detection of messenger and small RNAs**

Preparation of the cDNA libraries from the total RNAs isolated from multiple tissues and sorted SMCs (pooled from 4 mice) obtained by FACS from *smDicer-/-;Cre-GFP/+* or the WT control mice, as well as qPCR analysis on cDNAs, were performed as previously described [3]. All primers used for RT-PCR and qPCR are shown in Table S1. For qPCR on cDNAs, the expression level (average Ct) of each gene for WT and KO mice was normalized to an average Ct of *Gapdh* and *Actb*. The WT tissue expressed all the genes tested. To see changes in expression of the genes in the KO tissues, the WT SMCs and the KO SMCs were further normalized than the initially normalized values of the WT tissue. On the heat map, the WT tissue genes were set up as 5 (black) in a range of 0 (lowest) to 10 (highest). Genes of the KO tissue, WT, and KO SMCs were expressed relative to that of the WT. RT-PCR was also performed to confirm the purity of sorted SMC populations using gene specific primers for *Gapdh*, *Ncam1* (neuronal cells), *Kit* (ICC), *Ptprc* (Cd45, hematopoietic cells including macrophages), *Cma1* (mast cells), and *Myh11* (smMHC, SMC) (see Table S1) as described previously [4]. Preparation of the small RNA cDNA (srcDNA) libraries from the small RNAs isolated from small intestine tissues and SMCs sorted by FACS, as well as qPCR analysis on srcDNAs, were performed as previously described [5]. All 301 SMC miRNA primers and the five snoRNAs endogenous control genes (genes (*U1A*, *U24*, *U43*, *U58A*,and *snoR-202*) used in this study are shown in Table S1. qPCRs were performed with each of the SMC miRNA primers with different annealing temperatures (Tm) as indicated in the table. The expression level of each miRNA was normalized by an average Ct of the five control snoRNA genes, and then the normalized values were converted to normalized values in Excel and on a graph. All RT-PCR and qPCR products were analyzed on 1.5% agarose gels. Most of the genes of the products were confirmed by direct sequencing at the Nevada Genomic Center (Reno) following a column purification using QIAquick Spin kit (QIAGEN).

**Western blot analysis**

For protein expression analysis,Western blotting was performed as previously described [6]. Briefly, 20 μg of total proteins from the small intestine or colon smooth muscle tissue lysates from the *smDicer-/-;Cre-GFP/+* and the WT control mice were separated on 10% SDS-polyacrylamide gels and transferred to Trans-Blot Transfer Medium (Pure Nitrocellulose Membrane, Bio-Rad, Hercules). The membranes were blocked with 5% non-fat milk and incubated with a mouse anti-smooth muscle α-actin (ACTA2) (1:1500) (Dako), a rabbit anti-SRF (1:500) (Santa Cruz Biotechnology), or a mouse anti-GAPDH antibody (1:1500) (Abcam). The protein–antibody complex was detected following incubation with the horseradish peroxidase-conjugated secondary antibodies (1:50 000) (Chemicon) using an enhanced chemiluminescence method (ECL Advantage, Amersham Bioscience). The protein bands were captured using a CCD-camera system (EC3 410 Imaging System, UVP Laboratory Products) and analyzed with VisionWorksLS software (Version 6.8, UVP Laboratory Products). The expression level of ACTA2 and SRF was normalized to the ratio of ACTA2 and SRF area density divided by GAPDH area density. For quantitative measurements, the values of relative expression for ACTA2 and SRF in WT colon, KO small intestine, and KO colon were compared to the expression in WT small intestine (set to 1.0).

**Confocal microscopy and histological analysis**

Enhanced green fluorescent protein (eGFP) fluorescence microscopic analysis was performed as previously described [4]. The small intestine, cecum, and colon were pinned to the Sylgard elastomer (Dow Corning) floor of a dissecting dish and stretched to 110% of the resting length and width. The mucosa and submucosa from the tissues were removed by sharp dissection. Muscularis tissues were fixed in paraformaledehyde (PFA, 4%, w/v) at 4 oC for 30 min. Following fixation, tissues were subsequently washed with 0.01M phosphate buffered saline (PBS, pH 7.4) at 4 oC for several hours and soaked overnight to completely remove the fixative. Fixed tissues were dehydrated in graded sucrose solutions (5%, 10%, 15% and 20% w/v in PBS at 4 oC, 1 hour at each concentration). Tissues were incubated overnight in 20% sucrose in PBS at 4 oC before being embedded in a 1:1 solution of Tissue-Tek (Miles) and 20% sucrose in PBS, and then frozen in liquid nitrogen. Cryostat sections were cut at a 7 μm thickness using a cryostat (CM3050, Leica), air dried for 30 min, and washed in PBS for 30 min. Fluorescent images of section and mount tissues were made on a confocal microscope (LSM 510, Zeiss). Fluorescent images of single SMCs isolated from the intestinal muscularis (see Flow cytometry and fluorescence-activated cell sorting) were captured. For histological analysis, colon tissues from the *smDicer-/-;Cre-GFP/+* and the WT control mice were dehydrated, embedded in paraffin, cut into 6 μm-thick coronal sections, rehydrated, and stained with hematoxylin and eosin (H & E). Images were collected using the confocal microscope (Zeiss).

**Flow cytometry and fluorescence-activated cell sorting**

Small intestinal and colonic muscularis dissected from the 3-week old *smDicer-/-;Cre-GFP/+* mice and the WT control micewere digested by collagenase (Worthington Biochemical Corporation), triturated through a series of three blunt pipettes, and filtered through a polyester filter with 100 μm mesh size (Partec) to obtain single-cell suspensions as previously described [4]. Dispersed cells were suspended in ~450 μl of a staining buffer [flow cytometry sheath solution, diluted from 8× stock solution (BioSure) with 1% FBS and 0.09% sodium azide] and labeled with Hoechst 33258 (~10 nM). After ~30 min of incubation with the Hoechst stain, the cell suspensions were ready for sorting. Cells were analyzed and sorted (130 m nozzle, 12 psi) on a Becton Dickinson FACSAria II (Becton Dickinson) equipped with 355 nm, 488 nm and 640 nm lasers with detectors for Hoechst emission (430/50 nm) using the UV laser, and GFP emission (515/30 nm) using the blue laser. The FACSAria has a total of 11 fluorescence detectors but only the listed detectors were used for the studies. FlowJo software (Tree Star) was used to analyze the data. Sorted cells were used for the isolationof total and small RNAs.

**GeneChip arrays for messenger RNAs**

Mouse mRNA microarrays were performed on GeneChip® Mouse Genome 430 2.0 Arrays (Affymetrix) covering 39,000 mouse gene transcripts and variants. Total RNAs isolated from the small intestinal smooth muscle tissues free from mucosa and submucosa of 20-day old KO female *smDicer-/-;Cre-GFP/+* mice and WT control mice (2 each) were used. Approximately 2.5 μg of total RNA was treated with a recombinant DNase I using DNA-free DNase Treatment & Removal Reagents (Ambion) to eliminate genomic DNA contamination according to the manufacturer’s instructions except for the addition of an RNase inhibitor, RNaseOUT (Invitrogen), to protect the total RNAs from RNases. After purifying the total RNAs, we analyzed them on a 2100 Bioanalyzer (Agilent Technologies). Hybridization, cDNA labeling, and scanning were performed at the Nevada Genomic Center (Reno). Briefly, approximately 2 μg of the purified total RNAs was used for the first-strand cDNA synthesis and converted into single-stranded cDNAs by Superscript III followed by a second-strand cDNA synthesis. The double-stranded cDNAs were then purified using a GeneChip Sample Cleanup Module Kit (Affymetrix) and converted into biotin-labeled cRNAs using GeneChip Expression 3’-Amplification Reagents (Affymetrix) for *in vitro* transcription (IVT) labeling. Each hybridized Affymetrix GeneChip® array was separately scanned with a GeneChip Scanner 3000 (Affymetrix). Array data was analyzed by Phalanx Biotech Group (Palo Alto, CA) using Omicsoft Array Studio software (Omicsoft Corporation) and normalized using the RMA algorithm. Differential expression P-values were calculated using the mean value of two biological replicate chips for each sample. Among ~39,000 transcripts, 540 previously known SM genes collected from the Entrez Gene at the National Center for Biotechnology Information (NCBI) [7] were chosen for further analysis. Data considered for hierarchical clustering were filtered using a P-value cutoff of 0.05. Clustering dendrograms show relative expression values according to the following coloring scheme: red=high, white=moderate, green=low. Gene ontology (GO) was further analyzed using Omicsoft Array Studio (Omicsoft Corporation) to evaluate the GO enrichment of the dysregulated SM genes and the transcription regulators. The analysis counted the number of genes that fell into each GO category based on the current Phalanx Biotech annotation. GO categories between the up- and down-regulated SM genes were compared. Analyzed array datasets were deposited at the NCBI Gene Expression Omnibus (GEO) (GSE21738).

**Analysis of mechanical response**

Small intestine and proximal colonic tissues (10 mm) from *smDicer-/-;Cre-GFP/+* and WT control mice were fixed at one end and attached to a Fort 10 isometric force transducer (WPI). Isometric force was measured as previously described [8]. Tissue strips were mounted in organ baths with one end tied by thread to a fixed hook and the other to a tension transducer. Tissueswere immersed in 10 ml tissue baths containing oxygenated KRBsolution maintained at 37°C ± 0.5°C. A basal tension of 300 mg wasapplied. All experiments were performed in the presence of L-NNA (100 μM) to eliminate thepossible contribution from nitrergic nerve activity.For contractile studies, the mechanical signals were digitized and recorded to a personal computer running Acknowledge software (BIOPAC Systems) with a computerized data acquisition and analysis system (MP100; BIOPAC Systems).

**Analysis of targeting microRNAs**

Potential targeting miRNAs for 97 dysregulated SM genes and 58 dysregulated transcription regulators were retrieved and analyzed from two well-established target prediction programs: PicTar [9] and TargetScan (release 5.1) [10,11]. All PicTar miRNAs for each gene were retrieved. However, targeting miRNAs for each gene on TargetScan were retrieved only from conserved sites for miRNA families broadly conserved among vertebrates (8mer and 7mer-m8 of conserved and poorly conserved sites) to eliminate false-positive targets. Genechip array data (fold change and P value) and expression profiles (SM-common, SM-unique, and non-SM miRNAs) were shown along with PicTar and TargetScan miRNAs. Total hit miRNAs and average miRNAs per gene in SM-common, SM-unique, and non-SM miRNAs were calculated from PicTar and TargetScan miRNAs.

**References**

1. Xin HB, Deng KY, Rishniw M, Ji G, Kotlikoff MI (2002) Smooth muscle expression of Cre recombinase and eGFP in transgenic mice. Physiol Genomics 10: 211-215.

2. Ro S, Song R, Park C, Zheng H, Sanders KM et al. (2007) Cloning and expression profiling of small RNAs expressed in the mouse ovary. RNA 13: 2366-2380.

3. Ro S, Hwang SJ, Muto M, Jewett WK, Spencer NJ (2006) Anatomic modifications in the enteric nervous system of piebald mice and physiological consequences to colonic motor activity. Am J Physiol Gastrointest Liver Physiol 290: G710-G718.

4. Ro S, Park C, Jin J, Zheng H, Blair P et al. (2009) A Model to Study the Phenotypic Changes of Interstitial Cells of Cajal in Gastrointestinal Diseases. Gastroenterology 138: 1068-1078.

5. Ro S, Park C, Jin JL, Sanders KM, Yan W (2006) A PCR-based method for detection and quantification of small RNAs. Biochem Biophys Res Commun 351: 756-763.

6. Park C, Hennig GW, Sanders KM, Cho JH, Hatton WJ et al. (2011) SRF-dependent microRNAs regulate gastrointestinal smooth muscle cell phenotypes. Gastroenterology, in print.

7. Maglott D, Ostell J, Pruitt KD, Tatusova T (2007) Entrez Gene: gene-centered information at NCBI. Nucleic Acids Res 35: D26-D31.

8. Ward SM, Beckett EAH, Wang XY, Baker F, Khoyi M et al. (2000) Interstitial cells of cajal mediate cholinergic neurotransmission from enteric motor neurons. J Neurosci 20: 1393-1403.

9. Krek A, Grun D, Poy MN, Wolf R, Rosenberg L et al. (2005) Combinatorial microRNA target predictions. Nat Genet 37: 495-500.

10. Friedman RC, Farh KKH, Burge CB, Bartel DP (2009) Most mammalian mRNAs are conserved targets of microRNAs. Genome Res 19: 92-105.

11. Grimson A, Farh KKH, Johnston WK, Garrett-Engele P, Lim LP et al. (2007) MicroRNA targeting specificity in mammals: Determinants beyond seed pairing. Mol Cell 27: 91-105.

# Supplementary material for: MicroRNAs Dynamically Remodel Gastrointestinal Smooth Muscle Cells
**Source:** PLoS One. 2011 Apr 14;6(4):e18628. doi: 10.1371/journal.pone.0018628
**Supplement:** Table S1 — Oligonucleotides used in this study.

**Table S1.** Oligonucleotides used in this study

1Size of WT/WT(lox insertion) Dicer loci

2 Size of WT/KO(deletion, ∆) Dicer loci

3 Size of WT/KO(deletion, ∆) Dicer cDNA

How the deposited data were processed for this re-analysis (not part of the article)

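Gene expression was measured in the small intestinal muscularis of 2 WT and 2 smDicer KO mice on Affymetrix GeneChip Mouse Genome arrays, with 1 array per mouse. The authors had the arrays normalized with RMA in Omicsoft Array Studio, without a version being stated, and deposited 1 log2 value per probe set and array. The table of 45101 probe sets includes 64 control probe sets. The authors also deposited a signed fold change of smDicer KO over WT and an unadjusted p-value for each probe set, and a gene list with a fold change and a p-value per gene. From the values, the authors' fold change equals the difference of the mean log2 values in 99.9% of probe sets (relative tolerance 0.011) and the authors' p-value equals an equal-variance test on the log2 values in 99.95% (tolerance 0.0006). The fold changes and p-values of the authors served only for comparison. The deposited gene list holds the 97 genes of Table S3 and not the list of smooth muscle genes that the study began with, so that longer list was not tested.

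The deposited log2 values were analysed as they are with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings, prior degrees of freedom 2.49, prior variance 0.0249), smDicer KO against WT with 2 arrays each, and p-values were adjusted over all probe sets by the method of Benjamini and Hochberg. Tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. Gene symbols were those deposited for the arrays, 36804 probe sets with 1 symbol were used for genes, and 2005 with several symbols and 6228 with none were left out of them. A gene was represented by its probe set with the highest mean over the 4 arrays, which gave 20461 genes. Arrays give no counts, so the number of arrays limits the precision, and values under about 6 on the log2 scale lie near background.

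Gene lists of smooth muscle (contractile genes, genes with known SRF sites, SRF cofactors, calcium handling and channels, contraction signalling), of other cells (interstitial cells of Cajal, enteric neurons, glia, fibroblasts, macrophages, neutrophils, T and NK cells, B and plasma cells, mast cells, mucosal epithelium, endothelium, mesothelium, adipocytes, red blood cells, pancreatic acinar cells, skeletal muscle) and of processes (proliferation, p53 targets and apoptosis, inflammatory mediators, interferon response, matrix remodelling, immediate early genes, stress response, cholesterol synthesis, miRNA processing, primary miRNA transcripts) were written before the data were examined. The paper's values in Tables S3 and S4 and Figure 5C had been seen by then. The smooth muscle lists share genes with Table S3 and are not independent of it. All lists were tested with limma's camera at a preset correlation between genes of 0.01, adjusted over the 31 lists. Gene ontology terms came from the deposited annotation of the arrays, and 349 terms of biological process with 15 to 300 genes were tested with camera against the 11018 genes with such a term. Fisher's exact test compared terms and SRF targets between the higher and the lower genes of Table S3.

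Genes named in the text are those the paper names for the arrays, whose values in Tables S3 and S4 and Figure 5C had been seen, the 15 higher and 15 lower genes with the largest log2 fold change at an unadjusted p under 0.05 and a mean log2 value of at least 6 in the higher group, since no gene passed the adjusted p, and the 2 members of each list with the highest mean. Genes outside the rule are said to be chosen after their values were seen. Some single genes are withheld, and their results are not reported here. Alternatives were an unmoderated linear model, eBayes with trend and robust, a filter keeping the 18345 probe sets with a log2 value of at least 6 on 2 or more arrays, centring on array medians, cyclic loess, the replicate number as a block, each array left out in turn, a fold change limit of 2, another choice of probe set per gene, an estimated correlation between genes and fry in place of camera. The script was tested on simulated data in which 200 of 45101 probe sets were changed. Of those changed by 1, 2 and 4 on the log2 scale, 0%, 59.7% and 87.9% were called at an adjusted p under 0.05 and 88.1%, 97.0% and 100% at an unadjusted p under 0.05, with 11 unchanged probe sets called at the adjusted and 5.20% at the unadjusted p. A contractile list lowered by 0.5 was called (camera adjusted p = 4.99e-14), as were 0 of 29 lists that share no gene with it. The simulated genes varied independently of one another. The simulation therefore cannot show how often camera calls a list falsely where genes vary together.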

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

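The tests that weigh explanations here were chosen only after the result was seen. Genes of the mucosal epithelium are outside those the paper discusses for the arrays, and their list was higher on both smDicer KO arrays than on the WT arrays, with a median of 4.53. All of its 24 measured genes, of enterocytes, goblet cells and Paneth cells, were higher by more than 1 log2 unit (100%), and 18 had a mean log2 value of at least 10 in smDicer KO, as RNA of mucosal cells left in the preparation, or a mucosa harder to strip, would give. A lower share of smooth muscle RNA that lifts every other cell type alike is argued against, because the median lay 3.94 above the highest median of neurons, glia, interstitial cells of Cajal, fibroblasts and endothelium, where members of those lists had an SD of 0.608 around their medians. An effect of the loss of Dicer on what the muscularis itself expresses cannot be told apart from more mucosal cells, since genotype and preparation go together on 4 arrays, and the gap of 2.68 between the lowest smDicer KO and the highest WT median was about as large as the distance of 2.67 between the smDicer KO arrays, and the bound of this test was made stricter after its value was seen.

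The contractile list was lower on both smDicer KO arrays, by a median of -0.53 over both. Dilution of all muscularis RNA by epithelial RNA alone as the whole cause is argued against. The pooled median of 58 genes of the other muscularis cell types lay above the contractile median by at least 0.626 on each smDicer KO array. The WT arrays differed by 0.0795 in this. Mucosa or submucosa left on the tissue could also bring cells of these types. The test therefore cannot tell such left-over tissue from a loss of contractile transcripts. Whether a smaller share of smooth muscle cells was the only change cannot be told from the medians of the other muscularis cell types. They lay 0.725 apart, where members had an SD of 0.608. But each median rests on few genes, and that of enteric neurons was 0.89 on smDicer KO array 1 and 0.33 on array 2. A smaller share together with changes in the other cells stays open as well. The paper reports thinner muscle layers in the smDicer KO colon and small intestine, and proposes fewer and smaller cells. Lower SRF acting on its targets more than on other smooth muscle genes cannot be told from these arrays. The median of the list of genes with well known SRF binding sites minus that of 43 smooth muscle genes outside that list was 0.0473. It was 0.0748 on smDicer KO array 1 and 0.0324 on array 2, where the WT arrays lay 0.049 apart. The 43 genes include Tns1, Itpr1 and Rgs2, which Table S3 marks as SRF targets, so the difference does not set SRF targets against genes free of SRF.

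Interferon-induced genes, which the paper does not discuss, were higher in smDicer KO by a median of 2.07 (15 of 15 genes, 6 at an unadjusted p under 0.05, 0 at an adjusted p in limma and 4 when adjusted over the list alone, camera adjusted p = 3.15e-06). Camera with an estimated correlation gave an adjusted p of 0.688, and the medians were 2.71 on smDicer KO array 1 and 0.58 on array 2, the value without replicate 1. More immune cells on array 1 cannot be told from the lists of macrophages, T and NK cells and neutrophils, whose medians were higher there by at most 0.248. The second highest mean log2 value was 5.10 (Ltf) among neutrophil genes and 5.95 (Cd3e) among T and NK cell genes. These 2 medians thus lie near background and need not show more cells. The macrophage median was 0.56 on array 1 and 0.31 on array 2. Transcripts carried in by epithelial RNA cannot be told from the difference of -2.13 between array 2 and array 1, which is the pattern itself, although array 2 had the higher epithelial median. Loss of Dicer in smooth muscle cannot be told from a state of mouse 1, such as an infection, because the gap of 0.559 between smDicer KO and WT medians was smaller than the distance of 2.13 between the smDicer KO arrays.

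Other lists outside the genes discussed in the paper were higher on both smDicer KO arrays than on either WT array. Their median log2 fold changes were 0.590 for enteric neurons, 0.412 for macrophages, 0.262 for mesothelium and 0.249 for inflammatory mediators.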

How the results depend on the processing

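Of 88 single genes with values in the text, apart from genes whose values are only compared with the paper's, 74 kept their direction under every alternative and 8 passed an adjusted p of 0.05 under any, and of 31 lists 23 kept the direction of camera's test. Where 1 array is left out, the lone array of its group is taken to vary like the other group. Probe sets at an adjusted p under 0.05 ranged from 0 to 349 higher and from 0 to 29 lower with 1 array left out, those at an unadjusted p from 2249 to 9801, and they were 4535 with an unmoderated linear model, 4377 with the filter, which tests fewer probe sets, and 1287 with a fold change of at least 2. Genes of Table S3 in its direction at the unadjusted p ranged from 20 to 53 with 1 array left out, SRF targets from 12 to 25 and regulators from 8 to 15, and the regulators were 29 with the unmoderated model, and 26 of those kept by the filter had the direction of Table S4. Counting a gene when any of its probe sets passes, a choice made after the values were seen, gave 97 genes of Table S3 and 51 regulators at the authors' p, and 31 regulators at the limma p. Camera's 13 lists became 0 with an estimated correlation and 0 with fry, and inflammatory mediators and proliferation were not called with the filter. Enteric glia, fibroblasts, B and plasma cells, pancreatic acinar cells, p53 targets, matrix remodelling and primary miRNA transcripts, not called above, passed under at least 1 alternative. Gene ontology terms were 13 higher and 8 lower with the filter.

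Camera's direction rests on all members of a list and can turn where the median keeps its sign. For the lists whose test turned with 1 array left out, the medians ranged as follows: interstitial cells of Cajal 0.0696 to 0.36, fibroblasts -0.35 to 0.0395, neutrophils -0.0783 to 0.0518, endothelium -0.0819 to 0.099, pancreatic acinar cells -2.06 to 4.96, proliferation -1.14 to -0.0175, cholesterol synthesis -0.0542 to 0.75, miRNA processing -0.13 to 0.11. For interstitial cells of Cajal fry gave a direction other than camera's at the same median of 0.22. The miRNA processing list had a median of 0.13 with cyclic loess, 0.0086 with trend and robust, with the filter and with the replicate block, and -0.0127 with the mean of all probe sets. Single genes that turned ranged with 1 array left out as follows: Actg2 -0.38 to 0.0323, Capn3 -0.42 to 0.33, Csrp2 -0.21 to 0.13, Cst3 -0.23 to 0.34, Igtp -0.0495 to 2.07, Mapk7 -0.16 to 0.11, Myocd -0.19 to 0.24, Pgr -0.67 to 0.39, Prox1 -0.34 to 0.12, Ptgs2 -1.69 to 0.57. With cyclic loess Acta2 had 0.0144, Csrp2 0.09 and Mapk7 0.0392, with array medians centred Myocd had -0.0139 and Smarca4 -0.0002, with the mean of all probe sets Hif1a had -0.0642 and Smarca4 -0.0679, and with another probe set Hif1a had -0.0183 and Tpm2 0.48. The cause was not tested.

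WT and smDicer KO arrays share only the replicate numbers 1 and 2, which nothing in the labels or the paper marks as pairs, and same-number deviations correlate by 0.251. With the number as a block, the probe sets at an unadjusted p were 6683, 0 passed an adjusted p, camera called 16 lists, and 16 gene ontology terms were higher and 11 lower. Signal over background limits genes with log2 values under about 6, such as Smtnl1 and Prox1, and values near 14, such as Acta2, lie near the top of the range. The longer gene list that the study began with is not analysed here.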

Differences from the paper's values

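The paper counts genes, from a longer set of known smooth muscle genes, that have a p under 0.05 and the same sign in both samples, a second filter that is not applied here. The counts here are of genes in the paper's direction at an unadjusted limma p under 0.05 on 1 probe set per gene. The paper's 97 genes of Table S3 compare with 56, its 36 higher with 17, its 61 lower with 39, its 9 higher SRF targets with 5, and in Table S4, where the paper counts entries, its 15 higher with 4 and its 43 lower with 11. Of the alternatives set before the data were examined, centring on array medians comes within 1.5 times of the paper's 61, and the unmoderated linear model and cyclic loess of its 9, and none of the others do, and none reaches its 97, 36, 15 or 43. Of the alternatives chosen after the values were seen, any probe set of a gene at the limma p gave 72 genes of Table S3, 23 higher and 49 lower, which reaches the paper's 97 and 61, and any probe set at the authors' p gave all 97, 36 higher and 61 lower, 9 higher SRF targets and 14 higher and 37 lower regulators, which reaches each of these counts, and these counts, unlike the others, also take probe sets that match several genes and a p that rounds to 0.05, over all 97 genes of Table S3 and 52 genes of Table S4, with Mycl1 dropped.

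A signed fold change is counted as differing, here and for Table S4 and Figure 5C, where its sign differs from the paper's or the log2 values lie apart by more than both 0.075 and the larger of the SDs of the gene between the WT and between the smDicer KO replicates, and as reaching the paper's value otherwise. Signed fold changes differ for 23 of 97 genes of Table S3. Among these, the paper's value and then the value from 1 probe set are: Bcl2 1.62 and -1.04, Icos 1.38 and -1.11, Pla2g6 1.33 and -1.02, Itga8 1.28 and 1.71, Gna13 1.14 and 1.21, Ntrk2 1.13 and -1.12, Prox1 1.09 and -1.08, Nf1 -1.18 and -1.03, Pdlim5 -1.25 and 1.34, Cfl1 -1.28 and -1.06, Jag1 -1.32 and -1.77, Sod2 -1.43 and -1.29, Smarca2 -2.01 and -1.38, Abcc9 -2.04 and -1.402, Sdc2 -2.09 and -1.73, Vcl -2.58 and -1.65, Mylk -2.87 and -1.23, Tln1 -3.41 and -1.55. Of the alternatives set before the data were examined, the paper's value is reached for Itga8 by each of centring on array medians, leaving out WT replicate 2, leaving out smDicer KO replicate 1 and the mean of all probe sets, Gna13 by each of centring on array medians, leaving out WT replicate 1, leaving out smDicer KO replicate 2 and the mean of all probe sets, Prox1 by each of leaving out WT replicate 1 and leaving out smDicer KO replicate 2, Nf1 and Vcl by each of leaving out smDicer KO replicate 1 and the mean of all probe sets, Cfl1 by another choice of probe set, Jag1 by each of cyclic loess, leaving out WT replicate 2, leaving out smDicer KO replicate 2 and the mean of all probe sets, Smarca2 by each of another choice of probe set and the mean of all probe sets, Sdc2 by each of leaving out WT replicate 1 and leaving out smDicer KO replicate 1. The other alternatives do not reach these values, and none reaches the paper's value for Bcl2, Icos, Pla2g6, Ntrk2, Pdlim5, Sod2, Abcc9, Mylk and Tln1. In all, 83 values of the paper's Table S3 equal the authors' fold change of 1 probe set, 13 the mean over probe sets at p under 0.05, an alternative chosen after the values were seen, and 1 neither, within 0.0061.

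In Table S4 they differ for 13 of 47 genes when the first entry of a gene is taken, the paper's value first: Hoxb2 -2.19 and -1.41, Polr3k -1.75 and -1.26, Mxd4 -1.45 and -1.05, Shox2 -1.37 and -1.01, Rpl7 -1.27 and -1.17, Hif1a -1.26 and 1.07, Zhx1 -1.23 and -1.04, Thra -1.23 and -1.08, Cnot2 -1.14 and 1.03, Prox1 1.09 and -1.08, Neurod4 1.29 and 1.08, Zhx3 1.3 and -1.19, Tcf12 1.33 and -1.300. The paper's table prints Polr3k also with -1.49 and -1.26 and Rpl7 also with -1.17, and the values here equal the paper's -1.26 and -1.17, so for both only the other entries differ. Of the alternatives set before the data were examined, the paper's value is reached for Hoxb2 by each of leaving out smDicer KO replicate 1 and the mean of all probe sets, Shox2 and Tcf12 by another choice of probe set, Rpl7 by centring on array medians, Zhx1 by leaving out WT replicate 1, Thra by the mean of all probe sets, Prox1 by each of leaving out WT replicate 1 and leaving out smDicer KO replicate 2. The other alternatives do not reach these values, and none reaches the paper's value for Mxd4, Hif1a, Cnot2, Neurod4 and Zhx3 or the paper's first entry for Polr3k. Each of these printed values does equal the authors' fold change of 1 other probe set that names the gene.

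In Figure 5C, with the paper's values read by eye, 7 of 28 genes differ, the paper's value first: Acta2 about -1.8 and -1.08, Cald1 about -2.1 and -1.19, Myh11 about -2.2 and -1.19, Mylk about -2.9 and -1.23, Smarca2 about -2 and -1.38, Smarca4 about -1.1 and 1.03, Tln1 about -3.4 and -1.55, all in Figure 5C, read by eye. Of the alternatives set before the data were examined, the paper's value is reached for Acta2 and Cald1 by another choice of probe set, Smarca2 by each of another choice of probe set and the mean of all probe sets, Smarca4 by the mean of all probe sets. The other alternatives do not reach these values, and none reaches the paper's value for Myh11, Mylk and Tln1. Another single probe set of each of these genes does, with -2.17 for Myh11, -2.87 for Mylk and -3.41 for Tln1.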

Other observations

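The lists of processes show further differences. Genes of inflammatory mediators rose in smDicer KO, with 16 of 21 higher, 8 of these and 1 of the lower genes at an unadjusted p under 0.05, 0 at an adjusted p in limma and a median log2 fold change of 0.25 (camera adjusted p = 0.000925). With an estimated correlation the adjusted p was 0.688, and the call was also lost with the filter on low values and with fry. Socs3, a feedback inhibitor of cytokine signals, had a log2 fold change of 0.77 and Ptgs2, the inducible cyclooxygenase gene, -0.56. Immediate early genes rose, with 12 of 16 higher and a median of 0.49 (camera adjusted p = 0.0106). An estimated correlation gave an adjusted p of 0.688, and the median was 0.10 without WT replicate 1 and 0.10 without smDicer KO replicate 1, neither of which passed, and 1.05 without WT replicate 2. Genes of cholesterol synthesis rose by a median of 0.35, with 11 of 14 higher (camera adjusted p = 0.0134). Camera with an estimated correlation gave an adjusted p of 0.713, the call was lost without either smDicer KO replicate, and the median was -0.05 without WT replicate 2 and 0.75 without WT replicate 1. Proliferation genes fell, with 20 of 20 lower, 0 at an unadjusted p under 0.05 in limma and a median of -0.56 (camera adjusted p = 0.0305). With an estimated correlation the adjusted p was 0.713, and the median was -0.02 without smDicer KO replicate 1, -1.14 without replicate 2, -0.23 without WT replicate 1 and -0.85 without WT replicate 2, and the call was lost without smDicer KO replicate 1, without WT replicate 1, with the filter on low values and with the unmoderated linear model. The interferon-induced gene Igtp had log2 values of 10.90 on smDicer KO array 1 and 8.78 on array 2, where the WT arrays had 8.81 and 8.85. The mucosal epithelium list was higher on the same arrays, with its median of 4.53.

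Lists that did not pass camera were matrix remodelling, with a median of 0.13, p53 targets and apoptosis, with 0.09, stress response, with 0.13, miRNA processing, with a median of 0.01 and a mean of -0.01, and primary miRNA transcripts, with 0.35. Meg3, which encodes a noncoding transcript of a miRNA cluster, had a log2 fold change of 1.28 (standard error 0.27, adjusted p = 0.234), and Tnrc6a, a partner of Argonaute proteins, 0.81 (standard error 0.17, adjusted p = 0.234). Other genes with the largest log2 fold changes were Clec2h with 6.26, Mep1b with 5.51, Mttp with 5.28 and Tmigd1 with 5.13 on the higher side, and Klhl30 with -2.88, Colec10 with -2.84, Epha3 with -2.62 and Kcnip2 with -2.59 on the lower side. Mean log2 values under 6, near background, in WT for Tmigd1 and in smDicer KO for Klhl30 and Epha3 make the log2 fold changes of these genes lower limits on the size of the change. Clec2h, Mep1b and Mttp also had WT means under 6, but 6.04, 6.47 and 6.51 on WT array 2, so their log2 fold changes are no such limits. Tmigd1 had log2 values of 3.88 and 3.93 on the WT arrays and 9.34 and 8.73 on the smDicer KO arrays (adjusted p = 0.134).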
